# The characterization of Mediator 12 and 13 as conditional positive gene regulators in Arabidopsis

**DOI:** 10.1038/s41467-020-16651-5

**Published:** 2020-06-03

**Authors:** Qikun Liu, Sylvain Bischof, C. Jake Harris, Zhenhui Zhong, Lingyu Zhan, Calvin Nguyen, Andrew Rashoff, William D. Barshop, Fei Sun, Suhua Feng, Magdalena Potok, Javier Gallego-Bartolome, Jixian Zhai, James A. Wohlschlegel, Michael F. Carey, Jeffrey A. Long, Steven E. Jacobsen

**Keywords:** Gene silencing, Chromatin remodelling, Plant molecular biology

## Abstract

Mediator 12 (MED12) and MED13 are components of the Mediator multi-protein complex, that facilitates the initial steps of gene transcription. Here, in an Arabidopsis mutant screen, we identify MED12 and MED13 as positive gene regulators, both of which contribute broadly to *morc1* de-repressed gene expression. Both MED12 and MED13 are preferentially required for the expression of genes depleted in active chromatin marks, a chromatin signature shared with *morc1* re-activated loci. We further discover that MED12 tends to interact with genes that are responsive to environmental stimuli, including light and radiation. We demonstrate that light-induced transient gene expression depends on MED12, and is accompanied by a concomitant increase in MED12 enrichment during induction. In contrast, the steady-state expression level of these genes show little dependence on MED12, suggesting that MED12 is primarily required to aid the expression of genes in transition from less-active to more active states.

## Abstract (web summary)

Mediator is a multiprotein complex required to activate gene transcription by RNAPII. Here, the authors report that MED12 and MED13 are conditional positive regulators that facilitate the expression of genes depleted in active chromatin marks and the induction of gene expression in response to environmental stimuli in Arabidopsis.

## Introduction

In all eukaryotes, the transcription of protein-coding genes is initiated through the formation of the pre-initiation complex (PIC) at transcription start sites (TSSs), involving RNA Polymerase II (Pol II) and multiple general transcriptional factors^1^. PIC assembly, followed by transcriptional elongation, is facilitated by a multicomponent protein complex, termed Mediator, which conveys upstream regulatory information from activators and repressors to the downstream basal transcriptional machinery^2^.

Protein components of Mediator were first identified in *Saccharomyces cerevisiae*^3^ and were later shown to be functionally and structurally conserved in other eukaryotes, including metazoans and plants^4–6^. The core Mediator complex contains 20–30 protein subunits and is organized into three different modules: the head, middle, and tail module^7,8^. In addition, a regulatory module of four protein subunits (Mediator 12 (MED12), Mediator 13, Cyclin-c, and cyclin-dependent kinase 8 (CDK8)), named the CDK8 kinase module, reversibly associates with the core Mediator complex^9,10^. Early studies showed that only a small fraction of the purified core Mediator complex contained the CDK8 kinase module, and Pol II was exclusively present in the fraction that is free of the CDK8 kinase module^9,11–13^. Consistent with this observation, multiple lines of evidence suggest that the CDK8 kinase module acts mainly as a negative regulator during transcription^9,12,14–16^. However, recent results indicate that it also has a positive role in regulating gene transcription^17–21^ and tends to act on a specific group of genes that preferentially respond to environmental and developmental cues^17,18,22–24^. For example, MED12 stabilizes the binding of P300 at hematopoietic stem cell-specific enhancers, which further maintains the active state of these enhancers. In addition, conditional knockout of MED12 resulted in aberrant hematopoiesis in mouse^22^.

Components of the Arabidopsis CDK8 kinase module have also been functionally characterized^4–6^ and were found to have key roles in regulating plant development and defense^6,9,25–31^. Chhun et al. demonstrated that MED13 functions together with VAL1/HSI2 and HDA6 in suppressing the expression of several seed maturation genes through histone deacetylation^31^. In addition, MED13 was shown to form a complex with IAA14 to suppress the transcriptional activity of AUXIN RESPONSE FACTOR 7 (ARF7) and ARF19^30^. Zhu et al. also demonstrated that the Arabidopsis CDK8 kinase module can function as a positive transcription regulator to upregulate key defense genes upon pathogen infection^21^.

Besides transcription factors, eukaryotic gene expression is also strongly influenced by covalent modifications of DNA and histones, which can be either active or repressive. For example, the presence of DNA methylation near TSS is predominantly considered a repressive transcription mark and usually associated with repressive histone modifications, such as H3K9me2^32^. However, it is not uncommon to find actively expressed genes that are DNA methylated in their promoter regions^33^. For instance, in humans it was found that key spermatogenesis regulatory genes are actively transcribed in the presence of promoter DNA methylation^34^. MORC is a GHKL (gyrase, Hsp90, histidine kinase, MutL)-type ATPase-containing protein found in both animal and plant species^35–38^. Mutations of the Arabidopsis MORC proteins reactivate silenced DNA methylated genes, yet have minimal effects on DNA methylation and histone modifications^37,39,40^. Under such circumstance, the composition of the transcriptional machinery and the underlying functional mechanisms are still poorly understood. In this work, we develop a genetic screen in the *morc1* mutant background and identify MED12 and MED13 as conditional positive gene regulators that facilitate the expression of genes depleted in active chromatin marks. In contrast, the steady-state expression of genes that carry high levels of active histone modifications is typically not affected in the *med12* mutant, even though these genes are strongly bound by MED12. We show that MED12 tends to interact with stimulus-responsive genes, and the interaction is dynamically linked to gene expression. MED12 is primarily required to aid the expression of genes in transition from less-active to more-active states.

## Results

### MED12/13 mediates morc1-derepressed *SDC:GFP* expression

To screen for positive gene regulators that potentially bypass repressive epigenetic marks, we utilized a sensor based on the *SUPRESSOR OF DRM1 DRM2 CMT3* (*SDC*) gene in Arabidopsis. *SDC* is silenced by DNA methylation in wild-type plants and is weakly upregulated in *morc1* mutants, even though the *SDC* promoter DNA remains methylated^37^ (Fig. 1a). Expression of green fluorescent protein (GFP) driven by the endogenous *SDC* promoter, *SDC:GFP*, paralleled that of the endogenous *SDC* gene^37^, arguing that it is a suitable readout for identifying *SDC* regulators. Therefore, ethyl methanesulfonate (EMS) mutations that reduced or abolished *SDC:GFP* expression in the *morc1* background, where DNA methylation and histone modifications remain largely intact, should identify positive gene regulators that act in the presence of repressive chromatin marks. Three alleles (S213, S243, and S486) were identified in the screen (Fig. 1b, Supplementary Fig. 1). S243 was mapped to the gene previously named CENTER CITY (CCT), which is the Arabidopsis homolog of MED12. S213 and S486 were both mapped to the gene named GRAND CENTRAL (GCT)/MACCHI-BOU2 (MAB2), which is the Arabidopsis homolog of MED13^26,41^ (Fig. 1b). Both are single-copy genes in the Arabidopsis genome. All three alleles showed delayed flowering, a phenotype that is typical for *med12* and *med13*^27^ (Supplementary Figs. 2 and 3).

**Fig. 1:**
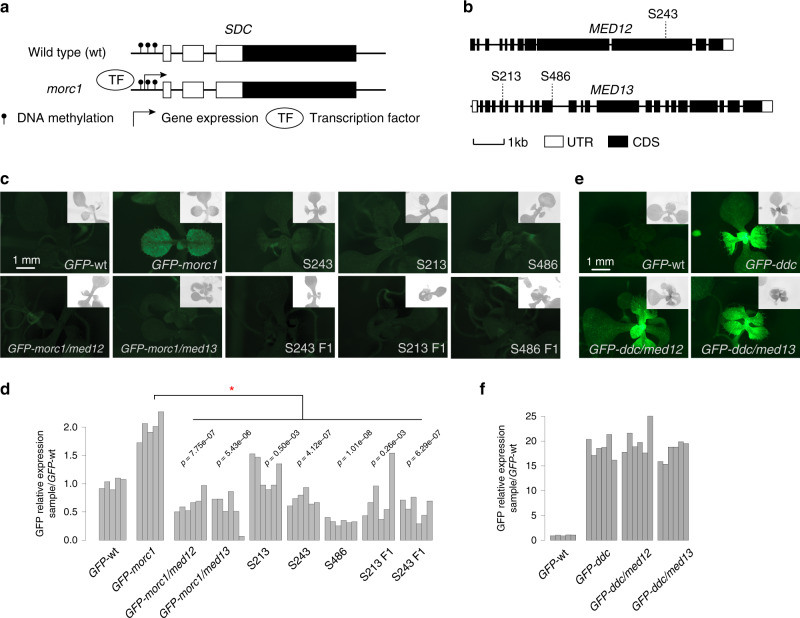
Identification of *med12* and *med13* mutations as *morc1* suppressors. **a** Schematic diagram of *SDC* gene structure and its transcription status in different genetic backgrounds. Open rectangle represents the *SDC* 5’-untranslated region (5’-UTR). Filled rectangle represents the *SDC* coding sequence (CDS). **b** Schematic diagram of the Arabidopsis *MED12* and *MED13* gene structures with the position of each EMS mutation illustrated. Data display conventions as in **a**. **c** GFP fluorescence of plants in different genetic backgrounds. *GFP*-wt and *GFP-morc1* are plants carrying the *SDC:GFP* transgene in wild-type and *morc1* mutant backgrounds, respectively. S243, S213, and S486 are *med12* and *med13* EMS alleles in the *GFP-morc1* background. *GFP-morc1/med12* is the *med12* CRISPR-CAS9 allele re-created in *GFP-morc1* background. *GFP-morc1/med13* is the *med13* T-DNA allele re-created in *GFP-morc1* background. S243-F1 is the F1 resulting from the cross between the CRISPR-CAS9 re-created *GFP-morc1/med12* and S243; S213-F1 and S486-F1 are the F1s resulting from the crosses between the re-created *GFP-morc1/med13* and S213, S486, respectively. Images show 8-day-old seedlings. The auto-fluorescence (gray) from chloroplasts are shown at the top-right corner of each image. **d** Real-time PCR quantification of *SDC:GFP* expression compared between different genetic backgrounds. Each vertical bar represents one biological replicate. A minimum of five biological replicates were analyzed for each mutant background. Red asterisk represents statistically significant difference between the groups under comparison (Student’s *t* test, two-sided). **e** GFP fluorescence of plants in different genetic backgrounds. *GFP*-wt and *GFP-ddc* are plants carrying the *SDC:GFP* transgene in wild-type and *ddc* mutant backgrounds, respectively. *GFP-ddc/med12* mutant is the *med12* CRISPR-CAS9 allele re-created in *GFP-ddc* background. *GFP-ddc/med13* mutant is the *med13* CRISPR-CAS9 allele re-created in *GFP-ddc* background. **f** Real-time PCR quantification of *SDC:GFP* expression compared between different genetic backgrounds. Data display conventions as in **d**. Source data underlying **d**, **f** are provided as a Source data file.

To confirm our mapping results, we re-generated lesions in MED12 and MED13 in the *SDC:GFP-morc1* background. A 2-nucleotide (nt) deletion and frame shift created using CRISPR-CAS9, in the first exon of *MED12*, showed typical *med12* morphological defects as indicated by the delayed flowering time (Supplementary Fig. 2). As expected, *SDC:GFP* is silenced in this mutant (Fig. 1c, d, Supplementary Fig. 4). Crossing a published *med13* null (*gct-2*) into the *SDC:GFP-morc1* background^26^ also silenced *SDC:GFP* (Fig. 1c, d, Supplementary Fig. 4). To confirm that *med12* and *med13* mutations are the causal lesions in each of the EMS mutant lines, we crossed the above re-created mutants with their corresponding EMS mutants. As expected, *SDC:GFP* remained silenced in the F1 of these crosses (Fig. 1c, d, Supplementary Fig. 4). In conclusion, Arabidopsis MED12 and MED13 are required for the expression of the DNA methylated *SDC:GFP* in the *morc1* background.

### **Activation of demethylated*SDC:GFP*** is MED12/13 independent

In *drm1/drm2/cmt3* (*ddc*) mutant, the promoter of *SDC* becomes fully demethylated, which leads to strong activation of *SDC:GFP*^37^. We asked whether MED12 and MED13 are also required for *SDC:GFP* expression in the *ddc* background. Therefore, we generated lesions in *MED12* and *MED13* in the *ddc* mutant carrying the *SDC:GFP* transgene (*SDC:GFP-ddc*) using CRISPR-CAS9. The *SDC:GFP-ddc* mutant carrying a homozygous 1-nt deletion in the second exon of *MED12* was obtained and showed a typical *med12* late flowering phenotype, which indicates a deficiency in MED12 function (Supplementary Figs. 2 and 5). Similarly, a 2-nt deletion in the second exon of *MED13* was introduced into *SDC:GFP-ddc* mutant through CRISPR-CAS9. The resulting plants also showed a typical *med13* late flowering phenotype (Supplementary Figs. 2 and 5). Interestingly, in both cases *SDC:GFP* remained strongly activated and expressed at a level that is comparable to the non-mutagenized *SDC:GFP-ddc* parent (Fig. 1e, f, Supplementary Fig. 4). In conclusion, we showed that MED12 and MED13 are not required for the re-activation of DNA demethylated *SDC:GFP* in the *ddc* background.

### **MED12/13 contribute to*morc1***-mediated gene activation

A total of 103 genes and transposable elements (TEs), including the *SDC* locus, were upregulated in *morc1* mutants comparing to wild type (Fig. 2a, Supplementary Data 1; >1.5-fold, FDR < 0.05). 

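Strand-specific mRNA libraries were made from whole seedlings at 8 days of age, with 5 seedlings combined for each replicate, and sequenced as single-end reads. The authors trimmed the reads, aligned them to TAIR10 with STAR, removed PCR duplicates with Picard's MarkDuplicates and counted the remaining reads on Araport11 genes and TEs with htseq-count. They deposited these counts without normalization, for 37338 genes and 31189 TEs. Removing duplicates from single-end reads keeps 1 read per start position and strand, which lowers the counts of the most highly expressed genes. The comparison of *morc1* with wild type used 4 libraries of *morc1* and 4 of wild type, and plants of both genotypes carried the *SDC:GFP* transgene. The paper's figure legend names Col-0 as the wild type, and the paper does not list which libraries it compared. The wild type with the transgene was chosen here as the control. The libraries of this wild type, called *SDC:GFP* wild type from here on, had between 3222705 and 3492942 counts, with a median of 3457075.5. The *morc1* libraries had between 3442897 and 3639140 counts, with a median of 3494850. The counts were scaled with edgeR's TMM method, genes and TEs with low counts were left out by edgeR's filterByExpr, and the 19273 that remained were tested with edgeR's quasi-likelihood test. A gene or TE was called upregulated or downregulated when it changed more than 1.5-fold with an adjusted p-value under 0.05 after Benjamini-Hochberg adjustment. In *morc1*, 230 genes and TEs were upregulated, of which 2 were TEs. Between 208 and 249 were upregulated in the 8 fits that each left out 1 library. The choice that moved this number most was the wild type used as control, since 2442 were upregulated in the same *morc1* libraries against the 4 Col-0 libraries without the transgene. *MORC1* itself, on chromosome 4 of TAIR10.1 from 17169385 to 17173361, was at 33.8 ± 2.5 CPM (counts scaled by effective library size; SD, n = 4) in *SDC:GFP* wild type and 22.8 ± 1.43 CPM (SD, n = 4) in *morc1*, a log2 fold change of -0.57 (standard error 0.09, adjusted p = 1.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *SDC*, a protein-coding gene on chromosome 2 from 7682162 to 7684083, was at 3.98 ± 2.64 CPM (SD, n = 4) in *SDC:GFP* wild type, from 4 to 26 counts per library, and at 41.1 ± 1.99 CPM (SD, n = 4) in *morc1*. Its log2 fold change was 3.33 (standard error 0.19, adjusted p = 1.5e-10 from the same edgeR test), and between 3.06 and 3.82 with each library left out in turn. Reads from any *SDC* sequence that the transgene carries would be counted on the same gene. AT3G29639, a protein-coding gene on chromosome 3 from 11478633 to 11480033, and AT1G36680, a pseudogene on chromosome 1 from 13871080 to 13872202, rose most among the upregulated loci. AT3G29639 was at no more than 2 counts in any of the 4 *SDC:GFP* wild-type libraries and at 51.3 ± 4.42 CPM (SD, n = 4) in *morc1*, at least 58.2-fold higher. AT1G36680 was at no more than 1 count in any of these libraries and at 7.94 ± 0.644 CPM (SD, n = 4) in *morc1*, at least 9.01-fold higher. Both folds were taken against a floor of 3 counts.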

To ask whether *morc1*-re-activated loci also require MED12 and MED13 for their expression, we compared the transcriptome of *morc1/med12* and *morc1/med13* double mutants with that of *morc1*. 

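The double mutants came from separate sets of libraries, each with *morc1* libraries of its own. *morc1/med12*, in which *MED12* carries a frame shift made with CRISPR-CAS9, had 3 libraries with between 4696872 and 5212828 counts (median 4937273), and its 3 *morc1* control libraries, replicates 5 to 7, had between 4479713 and 4743689 (median 4734860). *morc1/med13*, which carries the *gct-2* T-DNA insertion, had 4 libraries with between 3225672 and 3436151 counts (median 3294348) and was compared with *morc1* replicates 1 to 4. Each double mutant was fitted with its own controls only. In *morc1/med12*, 350 of the 20168 genes and TEs tested were upregulated and 756 were downregulated relative to *morc1*. In *morc1/med13*, 1459 of 19201 were upregulated and 2177 were downregulated. The transcript levels of the mutated genes changed little in these mutants. *MED12* (AT4G00450, chromosome 4 from 200874 to 211309) was at 135 ± 5.49 CPM (SD, n = 3) in *morc1* and 152 ± 4.80 CPM (SD, n = 3) in *morc1/med12*, a log2 fold change of 0.17 (standard error 0.05) whose adjusted p of 0.048 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment rose above 0.05 in each of the 6 fits that left out 1 library. *MED13* (AT1G55325, chromosome 1 from 20637333 to 20648434) was at 109 ± 2.58 CPM (SD, n = 4) in *morc1* and 103 ± 3.95 CPM (SD, n = 4) in *morc1/med13*, a difference within the spread of the libraries (log2 fold change -0.07, standard error 0.05, adjusted p = 0.29 from the same edgeR test). The counts are of whole transcripts and do not show whether a transcript carries the mutation.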

The results showed that 52 out the 103 *morc1* upregulated genes/TEs were downregulated when *med12* or *med13* mutation was introduced into the *morc1* background (Fig. 2a, Supplementary Data 1; *p* = 1.19e−39, hypergeometric test), suggesting that a significant proportion of *morc1*-induced transcriptional re-activation requires MED12 and MED13.

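Of the 230 genes and TEs upregulated in *morc1*, 121 were downregulated in *morc1/med12*, in *morc1/med13* or in both, against 29.2 expected from the sizes of the lists among the 19217 genes and TEs tested in the *morc1* comparison and in at least one double-mutant comparison (one-sided Fisher's exact test, the hypergeometric test, p = 1.5e-48). For *morc1/med13*, whose control libraries are the *morc1* libraries that selected the upregulated genes, 98 of 229 (42.8%) were downregulated, compared with 11.1% of the other genes and TEs tested. For *morc1/med12*, whose *morc1* control libraries did not take part in selecting them, 43 of 220 (19.5%) were downregulated, compared with 3.47% of the others (two-sided Fisher's exact test, p = 1.1e-19). *SDC* was among the genes downregulated in both double mutants. Its level fell from 41.0 ± 2.00 CPM (SD, n = 4) in *morc1* to 7.39 ± 1.50 CPM (SD, n = 4) in *morc1/med13*, a log2 fold change of -2.46 (standard error 0.13, adjusted p = 1.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the other set it fell from 27.9 ± 5.98 CPM (SD, n = 3) in *morc1* to 12.0 ± 4.71 CPM (SD, n = 3) in *morc1/med12*, a log2 fold change of -1.22 (standard error 0.25, adjusted p = 0.016 from the same edgeR test). With each library left out in turn the latter stayed between -1.54 and -0.97, and its adjusted p from edgeR reached 0.069 in the least favourable of the 6 fits. From the overlap of the 2 lists, the paper proposes that a significant proportion of the re-activation in *morc1* requires MED12 and MED13.

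**Figure D1:**
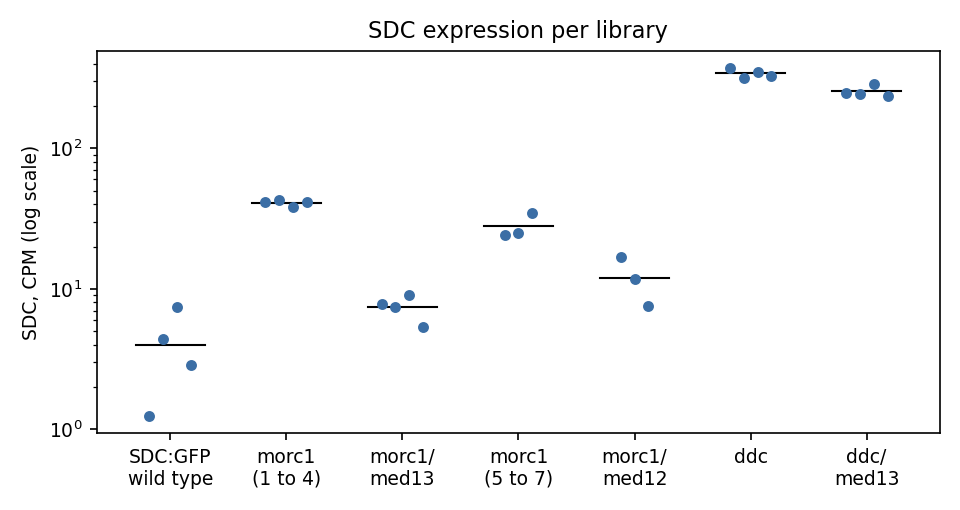
*SDC* expression in each library (points, CPM on a log axis) with the mean of each group (lines), for *SDC:GFP* wild type, *morc1*, the double mutants, *ddc* and *ddc/med13*. The *morc1/med13* libraries lie between 5.38 and 9.00 CPM and the *morc1/med12* libraries between 7.50 and 16.9 CPM, below their *morc1* controls, and the *ddc* and *ddc/med13* libraries lie between 237 and 372 CPM.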

**Fig. 2:**
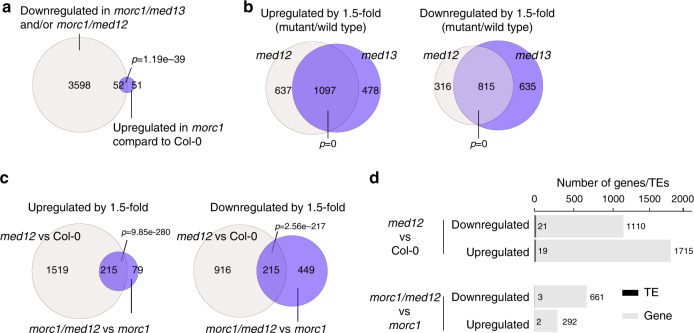
Characterization of *med12/13* differentially regulated genes. **a** Venn diagram showing the overlap between genes that are downregulated in *morc1/med12* and/or *morc1/med13* mutants and those that are upregulated in *morc1* background compared to wild-type (Col-0). Size is proportional to the number of genes defined for each group. *p* value indicates a statistical significance of the overlap (hypergeometric test, one sided). **b** Venn diagram showing the overlap between genes that are upregulated (left) and downregulated (right) in *med12* and *med13* compared to wild-type plants (fold change >1.5, FDR < 0.05). Size is proportional to the number of genes defined for each group. *p* value indicates a statistical significance of the overlap (hypergeometric test, one-sided). **c** Venn diagram showing the overlaps of *med12* upregulated (left) and downregulated (right) genes between wild-type and *morc1* background (fold change >1.5, FDR < 0.05). Data display conventions as in **b**. *p* value indicates a statistical significance of the overlap (hypergeometric test, one sided). **d** Bar chart showing the number of genes (gray) and TEs (black) that are differentially regulated by MED12 in wild-type (upper) and *morc1* (lower) backgrounds. Source data are provided as a Source data file.

To further characterize the function of MED12 and MED13, we performed transcriptome analysis of *med12* and *med13* seedlings to identify MED12 and MED13 regulated genes in the wild-type background. 

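The transcriptomes of *med12* (*cct-2*), *med13* (*gct-2*) and wild type (Col-0, the parental ecotype, without the *SDC:GFP* transgene) were compared with 4 libraries of each genotype. The libraries had between 5696151 and 6116629 counts in Col-0 (median 6037498.5), between 5921442 and 6436349 in *med12* (median 6064267) and between 6261793 and 6496144 in *med13* (median 6409961). All 12 libraries entered 1 fit, in which 20788 genes and TEs were tested, and the Col-0 libraries served as control for both mutants. Each replicate is a pool of seedlings, and the replicate numbers did not pair the libraries of the 3 genotypes. On counts simulated with the depth of these libraries and 200 changed genes among 20637 tested, the same test called 187 of the changed genes and 3 unchanged ones. The simulated changes were all well above 1.5-fold, and the simulation had no ceiling from duplicate removal. It therefore does not give the share of changes near 1.5-fold that would be called. *MED12* was at 170 ± 5.07 CPM (SD, n = 4) in Col-0 and 64.4 ± 1.32 CPM (SD, n = 4) in *med12*, a log2 fold change of -1.40 (standard error 0.04, adjusted p = 2.5e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *med13* it was at 172 ± 9.34 CPM (SD, n = 4), within the spread of the Col-0 libraries. *MED13* was at 112 ± 4.40 CPM (SD, n = 4) in Col-0, 128 ± 6.92 CPM (SD, n = 4) in *med13* and 149 ± 4.84 CPM (SD, n = 4) in *med12*. The log2 fold change of *MED13* was 0.19 in *med13* (standard error 0.04, adjusted p = 0.0026 from the same edgeR test), so that the insertion in *gct-2* was not seen as a lower count over the whole gene.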

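In *med12*, 1593 genes and TEs were upregulated, and in *med13* 1488. DESeq2, the tool named in the paper's methods, gave 1734 and 1575 with the same thresholds. When the test required the fold change itself to exceed 1.5-fold (edgeR's glmTreat), 758 and 605 remained above the threshold. The largest rises in *med12* were those of *DDF1* (AT1G12610, chromosome 1 from 4289883 to 4291017) and *MEE26* (AT2G34870, chromosome 2 from 14710754 to 14711470), neither of which had a count in any of the 4 Col-0 libraries of this comparison. *DDF1* was at 14.1 ± 8.45 CPM (SD, n = 4) in *med12*, at least 28.0-fold above the floor of 3 counts (adjusted p = 0.0017 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although it had no count in the *med12* libraries of the dark and light experiment. *MEE26* was at 12.6 ± 12.6 CPM (SD, n = 4), at least 25.1-fold higher (adjusted p = 0.018 from the same edgeR test), with between 12 and 167 counts per *med12* library. In *morc1/med12* neither gene was raised, with no more than 1 count of *DDF1* and none of *MEE26* in any library. In *med13* they were at 8.84 ± 8.7 CPM and 16.3 ± 14.9 CPM (SD, n = 4 each). *MEE26* was also at 9.56 ± 2.25 CPM (SD, n = 3) in *med12* in the dark. In *med13* the largest rises were those of *CRU2* (AT1G03880, chromosome 1 from 985751 to 988146) and *ATS1* (AT4G26740, chromosome 4 from 13473516 to 13475371). *CRU2* was at 39.4 ± 75 CPM (SD, n = 4), with 152 CPM in replicate 2 and between 0.311 and 3.42 CPM in the others. *ATS1* was at 12.3 ± 21.7 CPM (SD, n = 4), with 44.8 CPM in replicate 2 and between 0.311 and 2.65 CPM in the others. Their adjusted p-values of 0.029 and 0.033 from edgeR's quasi-likelihood test rose to as much as 0.25 and 0.12 with a library left out, so in this comparison neither rise was stable against the spread between the *med13* libraries. Both genes were also high in some of the other sets, in which they were not tested singly. *CRU2* was at 115 ± 78 CPM (SD, n = 4) in *morc1/med13* and 0.146 CPM in its *morc1* control, and at 21.8 ± 12.5 CPM (SD, n = 3) in *med12* and 0.265 CPM in Col-0 in the dark. *ATS1* was at 19.7 ± 14.2 CPM (SD, n = 4) in *morc1/med13* and 0.0693 CPM in its *morc1* control, and at 6.09 ± 2.37 CPM (SD, n = 3) in *med12* and without a count in Col-0 in the dark. In *morc1/med12* neither gene was high, with *CRU2* at 0.77 ± 1.16 CPM and *ATS1* at 0.207 ± 0.214 CPM (SD, n = 3 each). In *ddc/med13* they were at 7.14 ± 7.71 CPM and 1.27 ± 1.34 CPM (SD, n = 4 each).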

Compared to wild-type plants, 1734 and 1575 genes/TEs were upregulated in *med12* and *med13* mutants, respectively (>1.5-fold, false discovery rate (FDR) < 0.05; Fig. 2b, Supplementary Data 1). 

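Downregulated genes and TEs numbered 1064 in *med12* and 1304 in *med13*. Across the 12 fits that each left out 1 library, these numbers lay between 995 and 1178 in *med12* and between 1193 and 1428 in *med13*. The largest fall in both mutants was that of AT2G06845, a protein-coding gene on chromosome 2 from 2753443 to 2756008. It was at 88.4 ± 3.15 CPM (SD, n = 4) in Col-0 and at no more than 1 count in any *med12* or *med13* library, at least 180-fold lower in *med12* and at least 188-fold lower in *med13*. AT2G05015, a long non-coding RNA gene from 2753377 to 2754065 that overlaps AT2G06845, was at 8.61 ± 1.37 CPM (SD, n = 4) in Col-0 and without a count in *med12*, at least 17.6-fold lower. Neither gene had more than 1 count in any of the 10 other wild-type libraries, which are those of *SDC:GFP* wild type and of Col-0 in the dark and light experiment. *NRT2.3* (AT5G60780, chromosome 5 from 24450745 to 24452964) had the other large fall in *med13*. It was at 9.64 ± 4.42 CPM (SD, n = 4) in Col-0 and without a count in *med13*, at least 20.5-fold lower (adjusted p = 1.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it had no more than 1 count in any of the 4 *med12* libraries.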

1131 and 1450 genes/TEs were downregulated in *med12* and *med13* mutants, respectively (>1.5-fold, FDR < 0.05; Fig. 2b, Supplementary Data 1). As expected, we observed a significant overlap between *med12* and med*13* differentially regulated genes (DEGs; Fig. 2b), consistent with the notion that MED12 and MED13 function as partners in the same CDK8 kinase module^9,23,24,26,29,42^.

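Among the 20788 genes and TEs tested, 1017 were upregulated in both *med12* and *med13*, compared with 114 expected from the sizes of the lists (one-sided Fisher's exact test, the hypergeometric test, log10 p = -915). The number downregulated in both was 756, compared with 66.7 expected (log10 p = -752). These overlaps were 68.3% of the shorter list of upregulated genes and 71.1% of the shorter list of downregulated genes. Because the same Col-0 libraries were the control in both comparisons, the overlap was computed again with *med12* against Col-0 replicates 1 and 2 and *med13* against Col-0 replicates 3 and 4. The lists then shared 688 upregulated and 590 downregulated genes and TEs, which were 58.4% and 67.0% of the shorter lists. These fits also had fewer control libraries. Both pairs came from the same set of Col-0 libraries, so a difference particular to that set was not removed. With the same 2 Col-0 libraries as control for both mutants the shares were 63.4% and 71.1% (replicates 1 and 2) and 65.3% and 69.9% (replicates 3 and 4), and with the separate pairs exchanged between the mutants they were 61.8% and 68.2%. The paper takes the overlap as what follows from MED12 and MED13 acting as partners in the CDK8 kinase module.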

We further compared *med12* DEGs in the wild-type and *morc1* background. 

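*med12* was compared with wild type in the fit described above and, in the *morc1* background, with *morc1* replicates 5 to 7. In both comparisons 20017 genes and TEs were tested. Of these, 232 were upregulated in *med12* relative to wild type and also in *morc1/med12* relative to *morc1*, compared with 24.0 expected (one-sided Fisher's exact test, the hypergeometric test, p = 1.1e-186), and 394 were downregulated in both, compared with 34.9 expected (log10 p = -347).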

We found that there was a significant overlap of *med12* DEGs in the wild-type and *morc1* backgrounds (Fig. 2c). In addition, there was also a large number of genes that were differentially regulated in a background-specific manner (wild type vs. *morc1*; Fig. 2c). 

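Among the genes and TEs tested in both backgrounds, 1386 were upregulated in *med12* relative to wild type and 347 in *morc1/med12* relative to *morc1*, so that most of the longer list was called in the wild-type background only. For downregulated genes the lists held 961 and 727. In the 6 fits of the comparison in the *morc1* background that each left out 1 library, between 239 and 374 genes and TEs were upregulated and between 484 and 889 were downregulated, so the number called in only one background depends on the libraries. A gene called in only one background was not tested for a difference between the backgrounds.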

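Of the 2657 genes and TEs called in *med12* relative to wild type, 20 were TEs (0.753%), of which 8 were upregulated and 12 were downregulated. Without the filter on low counts the share was 1.54%, and with TEs counted by their identifier only it was 0.489%. In *morc1/med12* relative to *morc1*, 1 of the 350 upregulated and 4 of the 756 downregulated were TEs. A locus was counted as a TE when it has a TE identifier or is listed as a TE in the paper's Source Data for Fig. 2d.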

The vast majority of *med12* DEGs are categorized as genes but not as TEs regardless of the background origin (wild type vs. *morc1*) (Fig. 2d). Similar results were also obtained when analyzing *med13* DEGs (Supplementary Figs. 6 and 7).

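*med13* was compared with wild type and, in the *morc1* background, with *morc1* replicates 1 to 4, and 19132 genes and TEs were tested in both comparisons. Of these, 535 were upregulated in both backgrounds, compared with 83.8 expected (one-sided Fisher's exact test, the hypergeometric test, log10 p = -327), out of 1101 in the wild-type background and 1457 in the *morc1* background. The number downregulated in both was 766, compared with 116 expected (log10 p = -541), out of 1041 and 2133. TEs made up 11 of the 1488 upregulated and 8 of the 1304 downregulated in *med13* relative to wild type, and 5 of the 1459 upregulated and 4 of the 2177 downregulated in *morc1/med13* relative to *morc1*.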

### MED12/13-dependent genes carry unique chromatin signatures

Given that the DNA methylated *SDC:GFP* in *morc1* mutants showed MED12 and MED13-dependent expression, whereas the promoter de-methylated *SDC:GFP* in *ddc* mutants did not, we asked whether the expressional dependency on MED12 and 13 is associated with the presence of DNA methylation. Therefore, we used the published methylation profile of 10-day seedlings^43^ and quantified the enrichments of CG, CHG, and CHH (H represents A, T, or C) DNA methylation over *med12* and *med13* DEGs (upregulated and downregulated) and compared to that of a set of randomly selected genes with comparable expression levels. 

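The lists of differentially expressed genes and of control genes in Supplementary Data 2 were compared by their mean expression in the 4 Col-0 libraries. For the 1110 genes downregulated in *med12* the median of the log2 CPM was 3.65 (quartiles 2.39 and 4.84), and for their 1110 control genes it was 3.66 (quartiles 2.41 and 4.86). The genes upregulated in *med12* had a median log2 CPM of 2.5, as did their control genes. For *med13* the medians were 3.49 and 3.47 for downregulated genes and their controls, and 2.34 and 2.35 for upregulated genes and their controls. The DNA methylation profiles were not analysed here.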

The results showed that genes that were downregulated in *med12* and *med13* mutants tended to have higher amounts of CHG DNA methylation in their promoter and gene body regions compared to the randomly selected controls (Fig. 3a, Supplementary Fig. 8, Supplementary Data 2). Interestingly, we also observed a strong depletion of gene body CG methylation for *med12* and *med13* downregulated genes (Fig. 3a, Supplementary Fig. 8). The above trends are either absent or much weaker for *med12* and *med13* upregulated genes (Fig. 3b, Supplementary Fig. 8, and Supplementary Data 2).

**Fig. 3:**
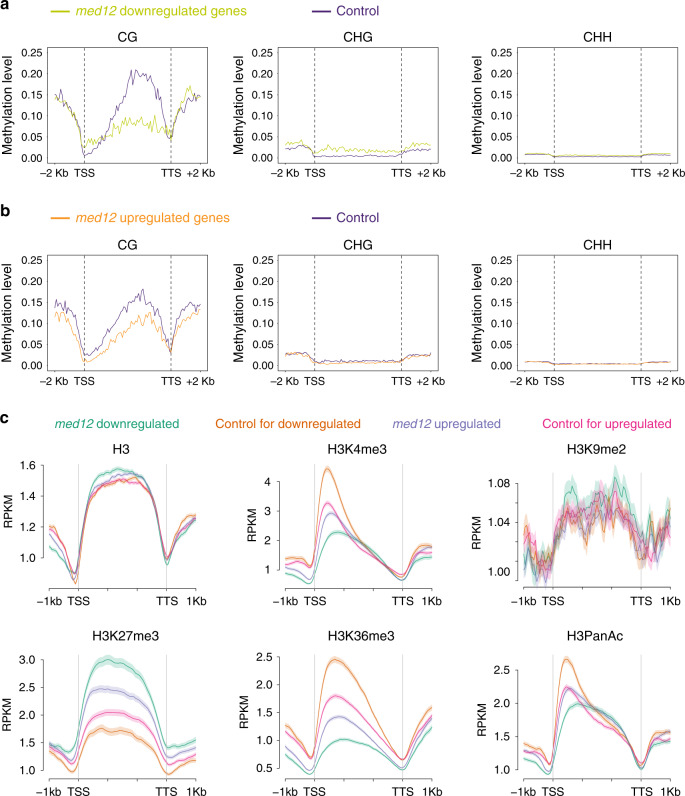
Characterization of epigenetic features of *med12* differentially regulated genes. **a** Average distribution of DNA methylations over *med12* downregulated genes in three different sequence contexts (left to right, CG, CHG, and CHH). Control represents a group of randomly selected MED12 non-DEGs of similar expression levels. −2 kb and +2 kb represent 2 kb upstream of transcription start site (TSS) and 2 kb downstream of transcription termination site (TTS), respectively. **b** Same as in **a**, except for *med12* upregulated genes. **c** Average distribution of histone modifications over *med12* DEGs, distinguishing genes downregulated (green) and upregulated (purple) in *med12* from corresponding controls of similar expression levels (orange and pink, respectively). Top row from left to right, H3, H3K4me3, H3K9me2; Bottom row from left to right, H3K27me3, H3K36me3, H3PanAc. Shaded area represents the standard error (SEM) centered on mean value (dark solid lines). *n* = 3 biologically independent samples.

We further asked whether certain histone marks were differentially associated with MED12- and MED13-dependent gene in the wild-type background. We profiled genome-wide H3K4me3, H3K9me2, H3K27me3, H3K36me3, and H3PanAc distribution patterns of 8-day-old Col-0 seedlings (same type of tissue used for transcriptome analysis). Interestingly, comparing to a set of control genes of similar expression level, genes that were downregulated in *med12* mutants were strongly depleted of H3K4me3, H3K36me3, and H3PanAc, which are histone marks associated with actively transcribed loci (Fig. 3c). *med12*-downregulated genes are also strongly enriched for the repression-associated H3K27me3 mark (Fig. 3c). Interestingly, *med12*-upregulated genes revealed a similar albeit much weaker trend (Fig. 3c). As expected, no difference in the level of H3K9me2 was observed in any of the comparisons (Fig. 3c), which is perhaps expected given that H3K9me2 is a repressive histone mark typically found over TEs, and the vast majority of *med12* DEGs were protein-coding genes (Fig. 2d, Supplementary Fig. 9). The correlation between MED12 dependency and the depletion of active histone marks was further confirmed in the heatmap of histone chromatin immunoprecipitation and sequencing (ChIP-seq) signals ordered by the expression change of all protein-coding genes in *med12* mutants (Supplementary Fig. 10). Genes that were mis-regulated (both up and down) in *med12* mutants were among the ones that contain the highest levels of H3K27me3 modification and the lowest levels of active histone modifications, including H3K4me3, H3K36me3, and H3PanAc (Supplementary Fig. 10). Similar to what we observed for *med12*, genes downregulated in *med13* mutants were also strongly depleted of active histone marks (H3K4me3, H3K36me3, and H3PanAc) and enriched for repressive histone mark (H3K27me3) (Supplementary Fig. 11). However, it should be noted that even though *med12/13-*downregulated genes were found to contain high levels of H3K27me3, the amount of H3K27me3 marks at these genes are less than that of high-confidence Polycomb repressive complex 2 (PRC2) regulated genes as defined by Xiao et al.^44^ (Supplementary Fig. 12).

We asked whether the chromatin signatures associated with *med12*- and *med13*-downregulated genes were wild-type background specific. Therefore, we profiled H3K4me3, H3K9me2, H3K27me3, H3K36me3, and H3PanAc over *med12* DEGs in the *morc1* background. Similar to what we saw in the wild-type background, *med12*-downregulated genes in the *med12*/*morc1* background were also depleted of all three types of active histone modifications (H3K4me3, H3K36me3, and H3PanAc) and enriched for repressive histone mark, H3K27me3 (Supplementary Fig. 13). This is also true for the *med13*-downregulated genes in the *med13*/*morc1* and *med13*/*ddc* backgrounds (Supplementary Figs. 14 and 15). 

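The *med13* mutation in the *ddc* background was a frame shift made with CRISPR-CAS9, and *ddc/med13* was compared with *ddc* with 4 libraries of each genotype. The libraries had between 2767761 and 3340821 counts in *ddc* (median 3157382.5) and between 3139082 and 3716245 in *ddc/med13* (median 3458947), the lowest depth among the comparisons. Of the 18889 genes and TEs tested, 1493 were upregulated and 1341 were downregulated in *ddc/med13* relative to *ddc*, of which 1 and 6 were TEs. Between 1166 and 1409 were downregulated in the 8 fits that each left out 1 library. *MED13* was at 92.8 ± 10.6 CPM (SD, n = 4) in *ddc* and 120 ± 6.01 CPM (SD, n = 4) in *ddc/med13* (log2 fold change 0.37, standard error 0.08, adjusted p = 0.0052 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so the frame shift was not accompanied by a lower transcript count. *CMT3* was at 19.7 ± 2.30 CPM (SD, n = 4) in *ddc* and 74.0 ± 5.93 CPM (SD, n = 4) in *SDC:GFP* wild type, and *DRM2* at 16.8 ± 3.26 CPM and 30.6 ± 1.48 CPM (SD, n = 4 each). *DRM1* had no more than 2 counts in any library of either genotype, so a loss of its transcript was not detectable at this depth. The histone modification profiles over these genes were not analysed here.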

Together, these results indicate that MED12- and MED13-dependent genes are associated with unique chromatin signatures.

Given that the expression *SDC:GFP* is only dependent on MED12 and MED13 in the *morc1* background but not in the *ddc* background, we asked whether the loss of MED12/13 dependency in the *ddc* background is also accompanied by a gain of active histone modifications. To test this idea, we examined the enrichments of H3K4me3, H3K36me3, and H3PanAc over the *SDC* locus in the *ddc* background. Compared to wild type, we found a greater than sixfold gain of H3K4me3 downstream of the *SDC* TSS in the *ddc* background but not in the *morc1* background (Fig. 4a, Supplementary Fig. 16). There is also an increased accumulation of H3PanAc in the same region. The comparison did not show visible changes in the accumulation of H3K27me3 and H3K36me3 over the *SDC* locus between different genetic backgrounds (Fig. 4a).

**Fig. 4:**
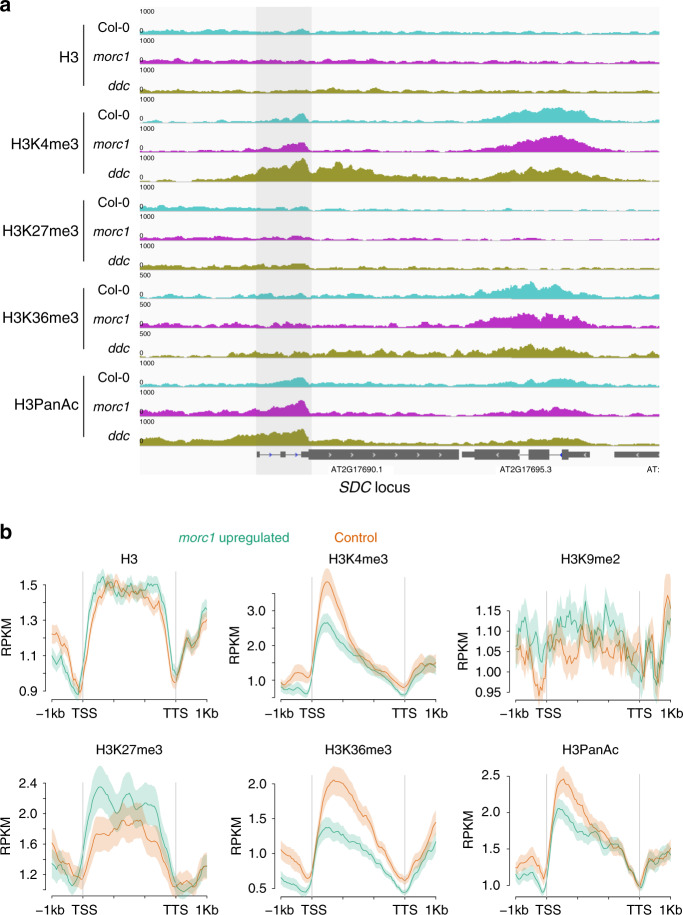
Characterization of the epigenetic features at *SDC* and other *morc1* upregulated loci. **a** Screen shot showing the distribution of (from top to bottom) H3, H3K4me3, H3K27me3, H3K36me3, and H3PanAc over the endogenous *SDC* locus in Col-0 (top track), *morc1* (middle track), and *ddc* (bottom track). Shaded area indicates the region downstream of *SDC* TSS. **b** Average distribution of histone modifications over *morc1* upregulated genes (green) and corresponding controls of similar expression levels (purple). Shaded area represents the standard error (SEM) centered on mean value (dark solid lines). *n* = 3 biologically independent samples.

In addition to *SDC*, many other *morc1*-re-activated genes are also downregulated when *med12* and *med13* mutations were introduced into the *morc1* background (Fig. 2a). We asked whether genes that are re-activated in *morc1* also share similar chromatin signatures as those of MED12- and MED13-dependent genes. As expected, when comparing to a set of control genes of similar expression level, *morc1*-re-activated genes also displayed less active histone marks (H3K4me3, H3K36me3, and H3PanAc) and more repressive histone mark (H3K27me3) (Fig. 4b).

### MED12 enrichments positively correlate with gene expression

To further characterize the function of MED12 and MED13, we set out to determine their genome-wide interacting loci. Given that the function of MED12 and MED13 overlap significantly, we chose to focus on MED12 and further introduced a *MED12-YFP-FLAG* transgene driven by the *MED12* endogenous promoter into the *med12* null background. The transgenic plants flowered around the same time as the wild-type control, indicating that the complementation was successful (Supplementary Fig. 2). We then determined MED12 in vivo binding pattern using ChIP-seq and found that MED12 is highly enriched in gene-rich euchromatic regions but depleted in centromeric regions, which are mainly occupied by heterochromatin (Fig. 5a). The majority of MED12 ChIP-seq peaks (Supplementary Data 3) were found inside gene bodies near TSS, showing a strong enrichment there compared to the genome average (Fig. 5b, see “Methods”). It should be noted that MED12 ChIP-seq peaks used for the above analysis were selected based on a highly stringent cut-off (−log_10_*q* value >30). We further divided all Arabidopsis-expressed genes into five groups based on their expression levels (Supplementary Data 4) and examined the enrichment of MED12 within each group. 

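The 25151 genes with at least 1 count in the Col-0 libraries were divided into 5 groups of equal size by their mean CPM in the 4 Col-0 libraries, and the share of each group that appears in the paper's list of strongly MED12-bound genes (Supplementary Data 5) was counted. In the group of lowest expression, up to 1.70 CPM, 177 of 5030 genes were MED12-bound (3.52%, 95% Clopper-Pearson confidence interval 3.03% to 4.07%). The share was 5.69% (5.06% to 6.36%) between 1.70 and 15.9 CPM, 7.53% (6.82% to 8.30%) between 15.9 and 37.4 CPM and 8.21% (7.47% to 9.00%) between 37.5 and 68.3 CPM. In the group of highest expression, above 68.3 CPM, 524 of 5031 genes were MED12-bound (10.4%, 9.58% to 11.3%). The intervals of neighbouring groups overlapped only between the groups with 7.53% and 8.21%. The intervals cover the counting of genes only. The share in the highest group was 10.3% when CPM was divided by exon length. The ChIP-seq signal itself was not analysed here.

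**Figure D2:**
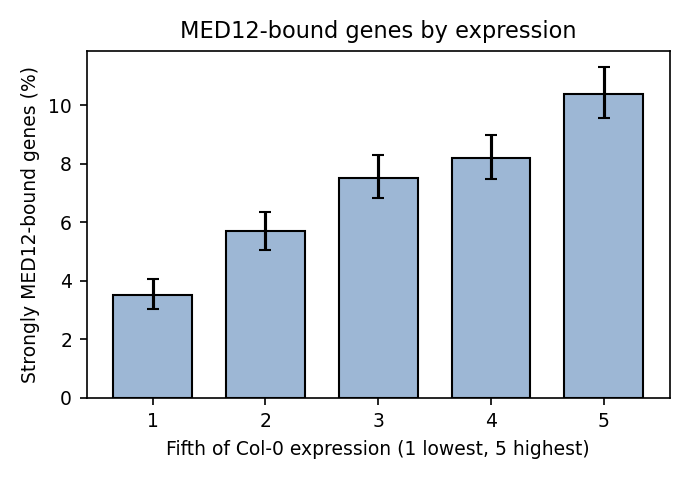
Share of strongly MED12-bound genes (bars, percent of the genes in each group) in 5 groups of equal size ordered by mean expression in Col-0, with 95% Clopper-Pearson confidence intervals (error bars). The share rises from 3.52% in the group of lowest expression to 10.4% in the group of highest expression.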

We observed a strong positive correlation between the enrichment of MED12 and the level of gene expression (Fig. 5c).

**Fig. 5:**
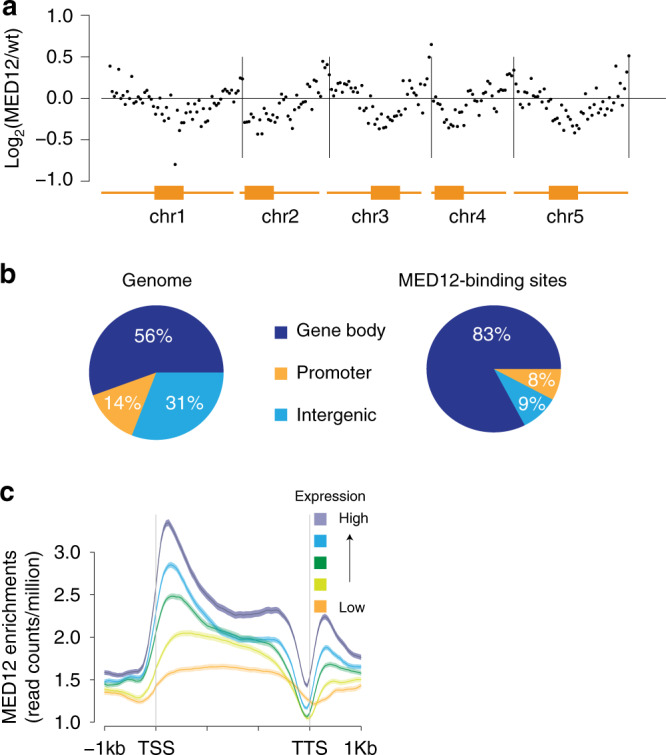
Characterization of MED12-enriched loci. **a** Genome-wide distribution of MED12 on five chromosomes (chr). Each of the five Arabidopsis chromosomes was divided into 500-kb window. The relative enrichments of MED12 within each window was plotted. *Y*-axis represents the log_2_ value of MED12-ChIPseq reads in MED12 complementing plants relative to those in wild-type plants. Orange rectangles indicate the locations of pericentromeric regions. **b** The distribution of MED12 ChIP-seq peaks overlapping with different genomic features (right). The background distribution of different genomic features is shown on the left. **c** Average distribution of MED12 over genes of different expression values. All expressed genes were divided evenly into five groups based on their expression levels in wild-type plants. Orange to yellow to green to blue to purple is low-to-high expression tiers. *Y*-axis represents MED12-FLAG ChIP-seq read counts normalized to sequencing depth. −1 kb and 1 kb represent 1 kb upstream of transcription start site (TSS) and 1 kb downstream of transcription termination site (TTS), respectively.

### MED12 tend to interact with stimuli-response genes

To obtain a complete view of the chromatin signatures at MED12-interacting loci, we performed *k*-means clustering of all Arabidopsis genes based on the profile of MED12, H3K4me3, and H3K27me3 enrichment. Five gene clusters were obtained from this analysis. We found that MED12-interacting loci are mainly present in three clusters (Fig. 6a): Clusters 2 and 3 carry high levels of H3K4me3 and MED12 but no H3K27me3 enrichment; in contrast, Cluster 5 is characterized by high levels of H3K27me3 and moderate-to-low levels of H3K4me3 and MED12. Importantly, *med12*-downregulated genes are highly enriched for Cluster 5 loci (*p* = 6.98e−57, Fig. 6b vs. Fig. 6c). This further validates our finding that *med12*-downregulated genes are characterized by low levels of H3K4me3 and high levels of H3K27me3. Furthermore, it indicates that the *med12-*downregulated genes are preferentially bound by relatively low levels of MED12.

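The gene list behind Fig. 6b was used for a stretch of chromosome 1, from its start, over which the copy of the Source Data used here lists all clusters. In this stretch 3978 genes were tested in *med12* relative to wild type, and 502 of them belong to Cluster 5. Of the 218 genes in the stretch that were downregulated in *med12*, 74 belong to Cluster 5, compared with 27.5 expected (one-sided Fisher's exact test, the hypergeometric test, p = 2.8e-17). With each library left out in turn, between 60 and 81 of the downregulated genes belonged to Cluster 5, with p-values between 2.1e-18 and 2.1e-10. The clusters themselves were taken from the paper, and the ChIP-seq profiles behind them were not analysed here.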

**Fig. 6:**
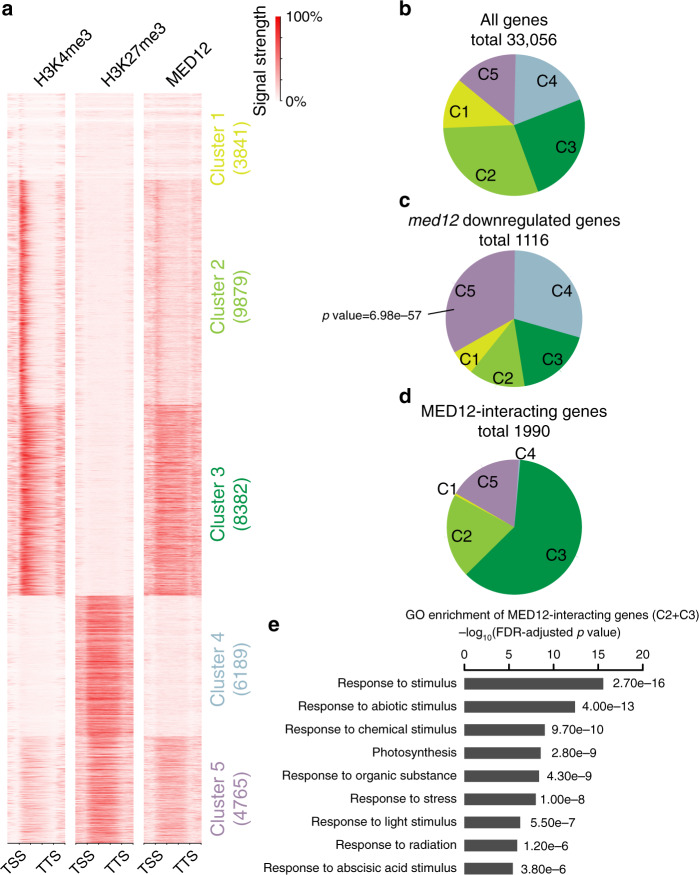
Features of MED12-interacting genes. **a** Heatmap ordered based on *k*-means clustering of H3K4me3, H3K27me3, and MED12 ChIP-seq signals at all Arabidopsis genes (cluster *n* = 5). The number of genes from each cluster is labeled to the right. Color codes are shared with pie chart in **b**–**d**. **b** The percentage of genes derived from each of the five clusters defined in **a**. The percentage was calculated by dividing the number of genes from each cluster by the total number of Arabidopsis genes. **c** The percentage of *med12* downregulated genes derived from each of the five clusters defined in **a**. The percentage was calculated by dividing the number of *med12* downregulated genes from each cluster by the total number of *med12* downregulated genes. *p* value indicates a statistical significance in the enrichment of *med12* downregulated genes in Cluster 5 (hypergeometric test). **d** The percentage of MED12-interacting genes derived from each of the five clusters defined in **a**. Similarly calculated as in **c**, except for MED12-interacting genes. **e** Statistical significance of GO term analysis of MED12-interacting genes derived from Clusters 2 and 3 as defined in **a** (Fisher’s exact test). Source data underlying **b**–**e** are provided as a Source data file.

To assess the effects of MED12 binding, we further define MED12-interacting genes (Supplementary Data 5, see “Methods”). Since we applied a highly stringent cut-off (−log_10_*q* value >30) in defining MED12-interacting genes, genes with only moderate-to-low levels of MED12 interactions were therefore likely to be excluded from this set. We identified 1990 strongly MED12-bound genes, and the majority of them are derived from Clusters 2 and 3 (1620 out of 1990, Fig. 6d), which carry high level of H3K4me3 (Fig. 6a). Interestingly, we observed largely unchanged gene expression levels in wild type vs. *med12* for the vast majority of these strongly MED12-bound genes (Supplementary Fig. 17), indicating that MED12 is largely dispensable for maintaining the steady-state expression at loci that carry high level of H3K4me3. This is also consistent with our early observation that in the *ddc* background H3K4me3 is highly accumulated in the promoter region of *SDC* (Fig. 4a), and the expression *SDC:GFP* is MED12/13 independent in this background (Fig. 1e, f).

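Of the strongly MED12-bound genes listed in Supplementary Data 5, 1639 had enough counts to be tested in *med12* relative to wild type. Of these, 1376 (84.0%) were neither upregulated nor downregulated, 182 were upregulated and 81 were downregulated. Among the other 19149 genes and TEs tested, 87.5% were unchanged, so a larger share of the MED12-bound genes had changed (odds ratio 0.748 for being unchanged, two-sided Fisher's exact test, p = 6.0e-05). The test did not separate rises from falls. Of all 20788 genes and TEs tested, 1593 were upregulated and 1064 were downregulated. The excess was thus in rises, and falls were no more frequent among the MED12-bound genes. The share of unchanged MED12-bound genes depends on the fold threshold. Counting any change with an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, it was 50.2%, compared with 62.3% of the others. With each library left out in turn, the share at the 1.5-fold threshold stayed between 83.6% and 84.7%. From the small number of changed genes, the paper concludes that MED12 is largely dispensable for the steady-state expression of loci with high H3K4me3.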

Next, we performed gene ontology (GO) term analysis on MED12-bound Cluster 2 and 3 genes (Supplementary Data 6), which found a striking enrichment for stimuli-response genes, with many categories related to light response (Fig. 6e). We reasoned that MED12 may therefore be required for the stimulus-dependent induction of these genes. The accumulation of MED12 over stimulus-response genes may also be dynamic, which increases as genes are de-repressed from the non-induced state. Since many of GO term-defined categories are related to light responses, we decide to test the above hypothesis through light treatments.

### MED12 is required for light-induced gene expression change

To test whether MED12 is required for light-induced gene expression, both wild-type and *med12* mutant plants were grown under normal light condition for 7 days, followed by a 24-h complete dark treatment. After the dark treatment, plants were brought to light for 15 min prior to sample collection, whereas the control plants were collected in dark without light treatment (Fig. 7a). 

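The light experiment had 3 libraries of each genotype in each condition. Seedlings had grown for 7 days in long days of 16 h light and 8 h dark, had then been kept in the dark for 24 h, and were collected in the dark or after 15 min of light. The dark libraries had between 6206060 and 6529196 counts in Col-0 (median 6405653) and between 6480578 and 6786822 in *med12* (median 6707479). The light libraries had between 6143374 and 6752546 counts in Col-0 (median 6682563) and between 5953648 and 6376324 in *med12* (median 6277874). All 12 libraries entered 1 fit with a mean for each genotype and condition, and 21202 genes and TEs were tested. The light response of *med12* was compared with that of Col-0 by the interaction term of the fit. *MED12* was at 202 ± 5.88 CPM (SD, n = 3) in Col-0 and 66.9 ± 4.04 CPM (SD, n = 3) in *med12* in the dark. The 3 libraries of each condition differed by no more than the sampling noise of their counts. Over genes with between 0.005 and 0.05 counts per exonic base, the chi-square per degree of freedom between 2 libraries of a condition was between 0.877 and 0.99, whereas it was between 1.26 and 1.60 for Col-0 and between 1.93 and 3.05 for *med12* grown in normal light. It was between 1.01 and 1.12 for *SDC:GFP* wild type, and 10 of the 54 pairs outside the light experiment were under 1.2, as were all 12 pairs within it. The libraries were kept as 3 replicates, as the paper counts them, and the p-values hold only as far as they are separate samples. On simulated counts with 3 libraries per group, the interaction test called 178 of 200 genes with a changed response and no other gene, among 20991 tested. The simulated differences in response were all well above 1.5-fold, and a call required more than 1.5-fold. The simulation thus does not cover smaller differences or calls made without a fold threshold.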

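In Col-0, 412 genes were upregulated after 15 min of light, and none of them was a TE. DESeq2 gave 312 with the same thresholds, of which 305 were among the 412. Between 380 and 438 were upregulated in the 12 fits that each left out 1 library. The largest rises were those of *TINY2* and *RLP38*. *TINY2* (AT5G11590, chromosome 5 from 3727453 to 3728726) rose from 1.75 ± 0.3 CPM (SD, n = 3) in the dark to 17.2 ± 1.52 CPM (SD, n = 3) in the light, a log2 fold change of 3.28 (standard error 0.18, adjusted p = 2.5e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *RLP38* (AT3G23120, chromosome 3 from 8227222 to 8229619) had no more than 3 counts in any dark library and was at 2.15 ± 0.362 CPM (SD, n = 3) in the light, at least 4.57-fold higher.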

First, we compared the transcriptome of light-treated and non-treated wild-type plants and identified 312 genes whose expression showed >1.5-fold increase upon the 15-min light treatment (FDR < 0.05; Supplementary Data 1 and 7). 

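The genes *HY5*, *HYH*, *BBX16*, *BBX32*, *CGA1* and *ULI3* were upregulated by light in Col-0. *BIC1* and *BIC2* were not analysed here. *CGA1* (AT4G26150, chromosome 4 from 13253084 to 13255106) had the smallest adjusted p of the 6. It rose from 25.4 ± 0.192 CPM (SD, n = 3) to 80.0 ± 3.51 CPM (SD, n = 3), a log2 fold change of 1.65 (standard error 0.05, adjusted p = 3.4e-28 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *HY5* (AT5G11260, chromosome 5 from 3593335 to 3595073) rose from 15.8 ± 1.01 CPM to 32.6 ± 1.02 CPM (SD, n = 3 each), with a log2 fold change of 1.04 (standard error 0.08). *ULI3* (AT5G59920, chromosome 5 from 24128491 to 24131081) rose from 24.8 ± 2.42 CPM to 51.1 ± 2.23 CPM (SD, n = 3 each), with a log2 fold change of 1.04 (standard error 0.06). *HYH* (AT3G17609, chromosome 3 from 6023844 to 6024710) and *BBX16* (AT1G73870, chromosome 1 from 27778984 to 27780809) had log2 fold changes of 1.02 (standard error 0.12) and 1.17 (standard error 0.15). *BBX32* (AT3G21150, chromosome 3 from 7412445 to 7413727) had the largest log2 fold change of the 6, 2.35 (standard error 0.42), at a low level of 0.480 ± 0.162 CPM in the dark and 2.52 ± 0.792 CPM in the light (SD, n = 3 each). For each of the 6 genes every light library was above every dark library.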

Among them, eight genes have been previously studied and were known to regulate plant response to light, which include HY5, HYH, BIC1, BIC2, etc.^45–50^ (Fig. 7b). In contrast, when *med12* mutant plants were subjected to the light treatment, all of these eight genes showed little to no light responsiveness (Fig. 7b), confirming that the light-induced gene expression changes are mediated through MED12. Indeed, the transient light induction of the majority of the 312 light-inducible genes was largely blocked by *med12* mutation (Fig. 7c). In contrast, the steady-state expression levels of these 312 light-inducible genes under normal growth condition are not downregulated in the *med12* mutants (Supplementary Fig. 18). 

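In *med12* the same 6 genes had log2 fold changes between 0.35 and 0.56. *CGA1* rose from 30.0 ± 2.14 CPM to 40.8 ± 1.59 CPM and *ULI3* from 28.9 ± 1.03 CPM to 42.5 ± 1.56 CPM (SD, n = 3 each), with log2 fold changes of 0.44 (standard error 0.06, adjusted p = 1.4e-06) and 0.56 (standard error 0.06, adjusted p = 5.3e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The rises of *BBX16* (0.44) and *HY5* (0.35) had adjusted p-values of 0.0098 and 0.04 in the same edgeR test, and those of *HYH* (0.35) and *BBX32* (0.46) had adjusted p-values of 0.1 and 0.88. With a library left out, the adjusted p-values of *BBX16* and *HY5* from edgeR reached 0.11 and 0.25. The response was smaller in *med12* than in Col-0 by 1.21 for *CGA1* (log2 difference -1.21, standard error 0.08, adjusted p = 2.3e-15 from edgeR's quasi-likelihood test of the interaction over all genes). The differences were -0.69 for *HY5* (adjusted p = 0.0026 from edgeR) and -0.49 for *ULI3* (adjusted p = 0.0039 from edgeR). They were -0.73 for *BBX16*, -0.67 for *HYH* and -1.88 for *BBX32*, whose adjusted p-values of 0.052, 0.058 and 0.72 from edgeR were above 0.05. Before light, *BBX16* and *HYH* were higher in *med12* than in Col-0, by log2 differences of 1.17 (standard error 0.15, adjusted p = 1.9e-08 from edgeR) and 0.58 (standard error 0.13, adjusted p = 7.8e-04 from edgeR). *CGA1* and *ULI3* were higher by 0.24 (standard error 0.06) and 0.22 (standard error 0.07), with adjusted p-values of 0.016 and 0.035 from edgeR that reached 0.12 and 0.27 with a library left out. *HY5* and *BBX32* differed by -0.17 and -1.56, with adjusted p-values of 0.24 and 0.12 from edgeR. From the small responses in *med12*, the paper concludes that the light-induced changes of these genes are mediated through MED12.

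**Figure D3:**
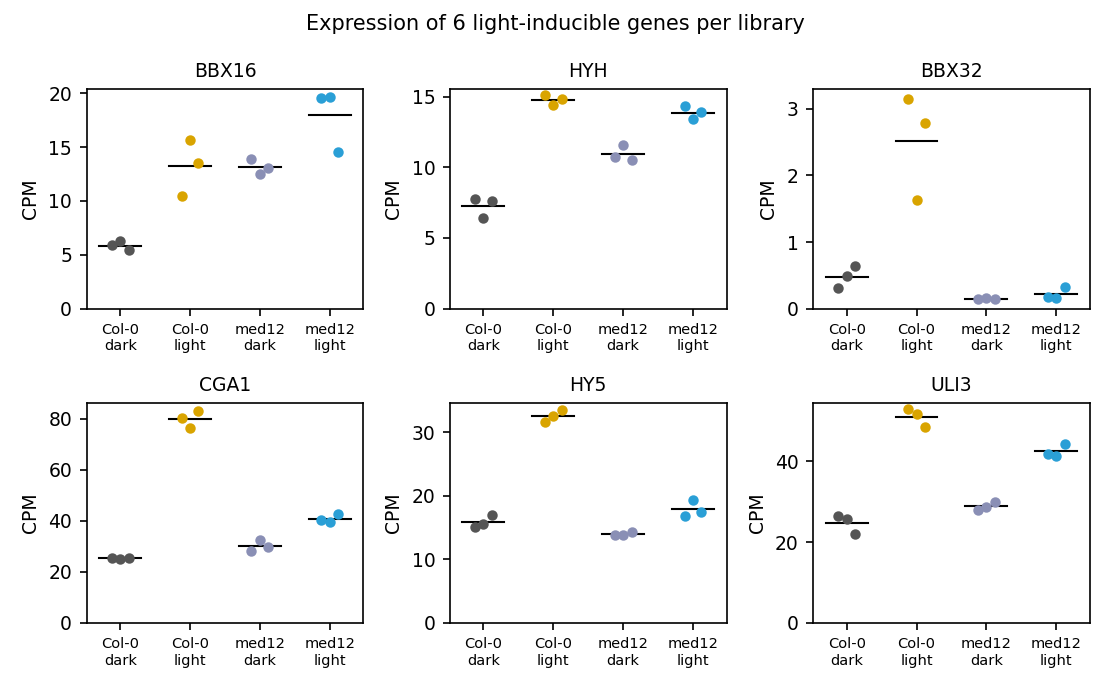
Expression (CPM) of *BBX16*, *HYH*, *BBX32*, *CGA1*, *HY5* and *ULI3* in each of the 3 libraries (points) of Col-0 and *med12* in the dark and after light, with the mean of each group (lines). The step from dark to light is larger in Col-0 than in *med12* for each gene, and *BBX16* in the dark is at 5.85 CPM in Col-0 and 13.2 CPM in *med12*.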

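Of the 412 genes upregulated by light in Col-0, 363 had a smaller light response in *med12* than in Col-0. The median log2 fold change was 0.865 in Col-0 and 0.407 in *med12*, so that a response remained in *med12*, where 166 genes were upregulated by light, 95 of them shared with Col-0. A smaller response in *med12* had an unadjusted p-value under 0.05 in the test of the interaction for 198 of the 412 genes. With Benjamini-Hochberg adjustment over the 412 genes, 156 had a smaller response in *med12* and 15 had a larger response at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, and with adjustment over all 21202 genes and TEs 62 had a smaller response. DESeq2 had a smaller response in *med12* for 276 of the 310 genes of its list tested, for 97 of them with an adjusted p-value under 0.05 over the list and for 22 over all genes and TEs. For the paper's own list of 312 genes, 307 were tested, of which 274 had a smaller response in *med12* and 148 did so with an adjusted p-value under 0.05 over the list, and the medians were 0.886 in Col-0 and 0.435 in *med12*. Because selection on the Col-0 libraries favours genes with a high estimate there, the genes were also selected on 2 of the 3 replicate numbers and measured on the remaining number. The median over genes of the gap between Col-0 and *med12* was then 0.40, 0.39 and 0.34, compared with 0.48, 0.51 and 0.50 in the selecting libraries. This removes the effect of selection only as far as the libraries are separate samples. When genes were instead selected on *med12*, 55 of the 166 had a smaller response in *med12*, with medians of 1.03 in *med12* and 0.786 in Col-0. At an adjusted p-value under 0.05 over these genes from edgeR's quasi-likelihood test, 16 had a smaller and 45 a larger response in *med12*. This selection in turn favours genes with a high estimate in *med12*.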

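In normal light, 372 of the 412 light-inducible genes were tested in *med12* relative to Col-0. Of these, 31 were downregulated, and downregulation was more frequent than among the other 20416 genes and TEs, of which 1033 were downregulated (odds ratio 1.71, two-sided Fisher's exact test, p = 0.0084). The median log2 fold change of the light-inducible genes was 0.35. It lay above the medians of all 10000 random lists of the same size matched on mean expression, whose central 95% was between -0.03 and 0.06.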

To determine whether the transient light responses were also accompanied by dynamic changes in MED12 binding, we performed MED12 ChIP-seq using MED12-complementing plants under the light-treated and non-treated conditions, annotated MED12-ChIP-seq peaks (Supplementary Data 8), and further defined MED12-interacting genes (Supplementary Data 9). Here we observed a strong increase of MED12 enrichment over the 312 light-inducible genes upon light treatment (Fig. 7d), including HY5 and CGA1, both of which were only found as MED12-interacting genes in the light-treated samples but not the non-treatment controls (Fig. 7e, Supplementary Data 9). In contrast, no increase in MED12 enrichment was observed for similarly expressed non-light-inducible genes (Fig. 7d). Together, the results show that MED12 is required for the transient gene induction in response to light and that MED12 binding is dynamic, displaying increased binding as genes are de-repressed from the non-induced state.

**Fig. 7:**
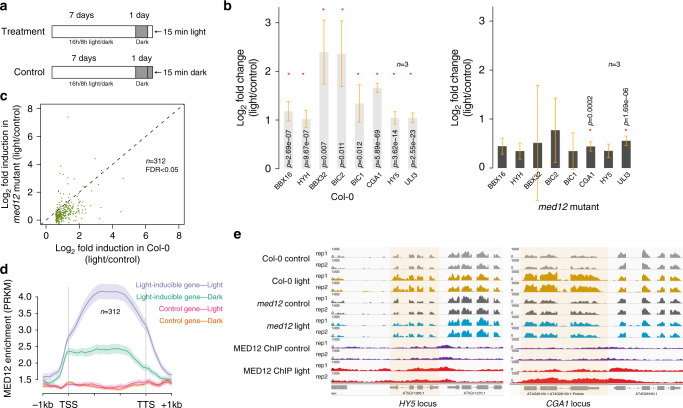
Role of MED12 in mediating light-induced transient gene expression. **a** Schematic illustration of the light and control treatments. **b** Bar plot of light-responsive gene fold induction under light treatments. Left, wild-type plants (Col-0); Right, *med12* mutant plants. Asterisks indicate statistical significance in gene expressional changes (Benjamini–Hochberg adjusted *p* value, two sided). Data are presented as mean values +/− SE. *n* = 3 biologically independent samples. **c** Scatter plot showing the fold induction of light-inducible genes in Col-0 and *med12* mutant plants upon light treatments. Each dot represents one light-inducible gene with its *x*-axis position showing fold induction in Col-0 and *y*-axis position showing fold induction in *med12* mutant. The dotted line represents the 45° reference line. **d** The average distribution of MED12 over light-inducible genes and control genes in the light-treated (purple and red) and non-treated (green and orange) plants. Shaded area represents the standard error (SEM) centered on mean value (dark solid lines). *n* = 3 biologically independent samples. **e** Screen shots showing gene expression and MED12 enrichments at *HY5* (left) and *CGA1* (right) locus under the light-treated and non-treated conditions. Top four tracks, gene expression in Col-0; middle four tracks, gene expression in med*12* mutants; bottom four tracks, MED12 enrichments in MED12 complementing plants. Source data underlying **b**, **c** are provided as a Source data file.

### The profiling of MED12 interactors

To gain mechanistic insights into MED12 action, we identified proteins associated with MED12 by performing immunoaffinity purification followed by mass spectrometry (MS) using MED12-YFP-FLAG expressing plants. Consistent with what is known from yeast and mammals, we identified all three other components of the CDK8 kinase module, which include the Arabidopsis MED13, CDK8, and Cyclin-c (Supplementary Data 10). Furthermore, MED13 ranked highest among all proteins identified based on the number of spectral counts, suggesting that the Arabidopsis MED12 and MED13 likely function closely as partners (Supplementary Data 10). In addition, we also detected many other components comprising the Arabidopsis core Mediator complex (Supplementary Data 10). We did not detect peptides from Pol II, supporting the notion that the CDK8 kinase module and Pol II interact with the core Mediator complex in a mutually exclusive manner^9,11,12^. Furthermore, consistent with the observation that MED12/13 positively regulates *SDC:GFP* expression, we found several members of the Arabidopsis histone acetyltransferase protein families, including AtHAC1, AtHAC5, and AtHAC12 (Supplementary Data 10). AtHAC1 is the Arabidopsis ortholog of animal transcription co-activator P300, which interacts with MED12 to activate gene expression during hematopoiesis in mouse^22^. In summary, our results suggest that MED12, and likely MED13, mainly function as positive gene regulators whose action may involve the recruitment of histone acetyltransferases.

## Discussion

In animals and yeast, protein components of the Mediator CDK8 kinase module have been shown to act as both a positive and a negative regulator for transcription^2^. It has been a challenge to reconcile its contrary roles in gene regulation. In our study, the *med12* and *13* mutations were identified as suppressors of the *morc1*-reactivated *SDC:GFP*. In addition, mutations in *MED12* also blocked the transient gene upregulation upon light treatments (Fig. 7b, c). However, three lines of evidences suggest that MED12 may also play a negative role in regulating the expression of certain genes under particular circumstances. First, genes that are upregulated in *med12* mutants showed higher MED12 enrichment, an effect not observed for *med12*-downregulated genes (Supplementary Fig. 19). Second, 51.7% of *med12*-upregulated genes are directly bound by MED12, whereas 45.6% of *med12*-downregulated genes show direct MED12 binding (Supplementary Fig. 20). Third, the steady-state expression of some light-inducible genes was upregulated in *med12* mutants, although we cannot exclude the possibility of indirect effects (Supplementary Fig. 18).

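Of the 372 light-inducible genes tested in *med12* relative to Col-0 in normal light, 127 were upregulated, compared with 1466 of the other 20416 genes and TEs (odds ratio 6.70, two-sided Fisher's exact test, p = 6.1e-50). Between 116 and 133 were upregulated in the 24 fits that each left out 1 library of either experiment.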

Our analysis showed that the expression of most strongly MED12 bound genes remained unchanged in *med12* mutants (Supplementary Fig. 17). However, it should be noted that genes of moderate-to-low MED12 interactions may have been excluded from this analysis, because we applied stringent cut-off (−log_10_*q* value >30) in defining MED12-interacting genes (see “Methods”). It is possible that MED12/13 facilitates gene expression when genes are lowly expressed, and only a small amount of MED12/13 are present, which is probably the case for *SDC:GFP* in the *morc1* background. This is consistent with our observation that *med12*-downregulated genes are depleted in active chromatin marks (Supplementary Fig. 10). The scenario may also apply to light-inducible genes upon light treatment, where we observed an increase in gene expression as well as MED12 accumulation (Fig. 7d). We suspect that, as the transcriptional activity increases, MED12 will accumulate at the same time, along with active histone modifications, including H3K4me3 and H3PanAc. Over time, the accumulation of these active histone modifications may finally reach a steady-state level where gene expression is no longer MED12 dependent, such as in the case of *SDC:GFP* in the *ddc* background (Fig. 4a). This can also explain the observation that the steady-state expression of light-inducible genes under normal growth condition was not downregulated in *med12* mutants (Supplementary Fig. 18). Consistent with this, we observed a strong positive correlation between the enrichment of MED12 and the level of gene expression (Fig. 5c). 

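Of the strongly MED12-bound genes listed in Supplementary Data 5, 1779 had at least 1 count in the Col-0 libraries. Their median expression was 40.2 CPM, compared with 26.1 CPM for all 25151 expressed genes, and 63.7% of them were above the median of all expressed genes. Taken library by library, the median was 41.8 ± 0.586 CPM for MED12-bound genes and 29.6 ± 0.092 CPM for the genes expressed in that library (SD, n = 4), so the difference did not depend on the library. These SDs are of medians over many genes and do not cover the spread between genes. When CPM was divided by exon length, the medians were 24.1 and 15.5 CPM per kb. Among genes past filterByExpr the gap was narrower, with medians of 45.1 and 36 CPM and 58.6% of the MED12-bound genes above the median.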

The expression levels of genes strongly bound by MED12 (Supplementary Data 5, see “Methods”) were generally higher compared to the median expression value of all Arabidopsis-expressed genes (Supplementary Fig. 21).

Mechanistically, the enrichment of H3K4me3 may facilitate the recruitment of other transcriptional factors or chromatin remodelers, bypassing a requirement for MED12/13 in transcription^51,52^. High levels of H3K4me3 are a hallmark of high transcriptional activity, where Pol II interacts with the core Mediator complex more frequently during transcription re-initiation, causing less frequent interaction between the core Mediator and the CDK8 kinase module according to the current model^2^. This is often observed in activator-induced transcription^53^. Indeed, both in vivo and in vitro studies have shown that activator-induced transcription is CDK8 kinase module independent^53–56^. Through a re-constituted transcription assay, Sun et al. demonstrated that adding the human MED12-containing kinase module can stimulate the transcription at a basal level but not when the Gal4-VP16 activator was present^57^. The switch of *SDC* from the MED12/13-dependent basal expression in the *morc1* background to the MED12/13-independent highly activated expression in the *ddc* background is consistent with this notion, suggesting that MED12/13 is required to facilitate the expression of genes making the transition from silent to active states.

## Methods

### Plant material

All plant materials used in this study were 8-day old whole seedlings of the Columbia-0 ecotype, unless otherwise described. T-DNA insertion mutants *med12* (*cct-2*, SALK_108241c) and *med13* (*gct-2*, CS65889) were obtained from the Arabidopsis Biological Research Center. The *drm1/drm2/cmt3* triple mutant has been previously described^58^. *SDC:GFP-ddc* was created by transforming the *SDC:GFP* construct into *drm1/drm2/cmt3* triple mutant. The *SDC:GFP* construct has been previously described^37^. *SDC:GFP*-wt and *SDC:GFP-morc1* plants were created by crossing *SDC:GFP-ddc* with Col-0 and *morc1-4* T-DNA mutant (SAIL_1239_C08), respectively. *SDC:GFP*-wt, *SDC:GFP-morc1*, and *SDC:GFP-ddc* all confer glufosinate ammonium resistance delivered by the *SDC:GFP* transgene. Mutation of *MED13* in the *SDC:GFP-morc1* background was created by crossing *gct-2* with *SDC:GFP-morc1*. Mutations of *MED12* in the *SDC:GFP-morc1* and *SDC:GFP-ddc* background and mutation of *MED13* in the *SDC:GFP*-*ddc* background were created using pYao-CAS9 construct developed by Yan et al.^59^. Plants that are homozygous for CAS9-induced mutation with CAS9 transgene segregated away were used for experiments. Guide RNA sequences and genotyping primers are listed in Supplementary Data 11.

### Genetics screening and mapping analysis

Seeds of *SDC:GFP-morc1* were treated with the mutagenic agent EMS. Around 1000 EMS-treated M1 plants were grown and self-propagated to M2 generation. Around 200 seeds of each M2 line were plated on media containing 0.5× Murashige and Skoog basal salt mixture and 25 mg/L glufosinate ammonium. Each M2 seedling was examined for the loss of GFP fluorescence using a Leica MZ16F Fluorescence Stereomicroscope equipped with a GFP Plus filter. In order to map the candidate gene, the GFP-negative M2 of S213, S243, and S486 were backcrossed with the non-mutagenized *SDC:GFP-morc1* parent to generate F1 hybrid, which was further self-propagated to F2 generation. Eight-day-old F2 seedlings grown on media containing 0.5× Murashige and Skoog basal salt mixture and 25 mg/L glufosinate ammonium were examined for GFP fluorescence. Fifty-to-100 GFP-negative F2 individuals of the same F1 progeny were pooled for genomic DNA extraction followed by whole-genome resequencing (Kapa Hyper Prep Kit, Kapa Biosystems). Mapping by sequencing were performed using SHOREmap with default settings^60^. Specifically, raw reads were first mapped to Arabidopsis TAIR10 reference genome [https://www.arabidopsis.org/download/index-auto.jsp?dir=%2Fdownload_files%2FGenes%2FTAIR10_genome_release%2FTAIR10_chromosome_files]. The resulting SAM files were converted to BAM files and further sorted using samtools sort function (v1.2)^61^. The resulting sorted BAM files were further converted into.vcf files using the samtools mpileup function and bcftools call -mv function. The resulting.vcf files were further converted into SHOREmap marker file using the SHOREmap convert --marker function. To map for the causal allele, we used SHOREmap backcross function with the following parameters: -plot-bc –marker-score 40 –marker-freq 0.0 –min-coverage 10 –max-coverage 80 –bg-cov 1 –bg-freq 0.0 –bg-score 1 -non-EMS –cluster 1 –marker-hit 1 -verbose. The mapped causal alleles within specified genomic regions were further annotated using SHOREmap annotate function.

### RNA-seq library preparation and transcriptome analysis

Total RNA was isolated using TRI-zol (Direct-zol, ZYMO RESEARCH) from 8-day -old whole seedlings grown on MS plates supplemented with 1% sucrose under long-day conditions. All plants were grown together at the same time under the same condition and harvested at the same time. Around 1 μg of total RNA was used as input for RNA-seq library preparation following the standard protocol of TruSeq Stranded mRNA Library Prep Kit (Illumina). Fifteen cycles of amplification were used to generate the cDNA libraries. The libraries with concentration adjusted to 10 nmol/L were sequenced on HiSeq2000 or HiSeq4000 platform to generate 50-bp single-end reads. Reads were quality filtered using trim_galore (v0.5.0), Babraham Bioinformatics [http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/] with the following parameters: --fastqc --phred64 --stringency 3, and all other parameters default. The filtered reads were aligned to Arabidopsis TAIR10 reference genome using STAR (v2.7.0c)^62^ with the following parameters: --alignSoftClipAtReferenceEnds No –outFilterType BySJout –outFilterMismatchNmax 999 –outSAMtype BAM SortedByCoordinate –outFilterIntronMotifs RemoveNoncanonical. A java program MarkDuplicates.jar from the picard-tools suite was used to remove PCR duplicates from the resulting BAM files. We then obtained read counts of all genes and TEs according to Araport11 annotation file in the .gtf format using htseq-count v.0.6.1.p1^63^ with the following parameters: --format=bam --stranded=reverse --idattr=gene_id --mode=union. We then loaded the count data for all samples into DESeq2^64^. To identify DEGs, a cut-off value of >1.5-fold change and adjusted *p* value >0.05 were applied. All other parameters were of default value. GEO accession: GSE143835.

### DNA methylation analysis

The whole-genome bisulfite sequencing data of 10-day-old Col-0 seedlings (GSM958801–SRR520367) was retrieved from Zhong et al.^43^. Raw bisulfite sequencing reads were mapped to TAIR10 reference genome using BSMAP (v2.90)^65^ with the following parameters: -v 2 -w 1. Reads that contain three or more consecutive CHH sites were considered as non-converted reads and have been removed. The enrichments of DNA methylation over *med12* and *med13* DEGs were plotted using the ViewBS MethOverRegion function of the ViewBS package at default settings^66^.

### ChIP and sequencing

Histone modification ChIP-seq was performed using 10 g of 8-day-old seedlings grown on MS plates supplemented with 1% sucrose under long-day conditions^67^. Five μL anti-H3 antibody (Abcam #1791), 5 μL of anti-H3K4m3 antibody (Millipore 04-745), 5 μL of anti-H3K9me2 antibody (Abcam #1220), 10 μL of anti-H3K27me3 antibody (Millipore 07-449), 5 μL of anti-H3K36me3 antibody (Abcam #9050), and 5 μL of anti-H3PanAc antibody (Active Motif #39139) were used for each ChIP sample. All antibodies used in this study were undiluted. Specifically, samples were first vacuum infiltrated for 10 min in 1× phosphate-buffered saline (PBS) buffer containing 1.5 mM EGS, followed by three washes using 1× PBS buffer. Crosslinking was stopped by 1× PBS buffer containing  0.125 M glycine. Tissues were flash frozen in liquid nitrogen followed by homogenization using a RETCH homogenizers (30 Hz for 1 min). The resulting fine powder was resuspended with Nuclear Isolation Buffer (50 mM Hepes, 1 M Sucrose, 5 mM KCl, 5 mM MgCl_2_, 0.6% Triton X-100, 0.4 mM PMSF, 5 mM Benzamidine, 1× protease inhibitor cocktail tablet (Roche, 14696200)). Tissue debris were removed by filtering through Miracloth, followed by centrifugation for 20 min at 2880 × *g* at 4 °C. The pellet was resuspended in 1 mL Extraction buffer 2 (0.25 M sucrose, 10 mM Tris-HCl pH8, 10 mM MgCl_2_, 1 % Triton X-100, 5 mM BME, 0.1 mM PMSF, 5 mM Benzamidine, and 1× protease inhibitor cocktail tablet), followed by centrifugation for 10 min at 12,000 × *g* at 4 °C. The pellet was then resuspended in 500 μL Extraction buffer 3 (1.7 M sucrose, 10 mM Tris-HCl pH8, 2 mM MgCl_2_, 0.15% Triton X-100, 5 mM BME, 0.1 mM PMSF, 5 mM Benzamidine, 1× protease inhibitor cocktail tablet). The resuspended solution was layered over an equal volume of fresh Extraction buffer 3, followed by centrifugation for 1 h at 12,000 × *g* at 4 °C. The pellet was then resuspended in 400 μL ice cooled Nuclei Lysis Buffer (50 mM Tris-HCl pH8, 10 mM EDTA, 1% SDS, 0.1 mM PMSF, 5 mM Benzamidine, 1× protease inhibitor cocktail tablet). In all, 1.7 mL ChIP Dilution Buffer (1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Trish-HCl pH8, 167 mM NaCl, 0.1 mM PMSF, 5 mM Benzamidine, 1× protease inhibitor cocktail tablet) was added to the nuclei lysate followed by chromatin shearing on Bioruptor Plus (Diagenode) with the following settings: 30 s ON/30 s OFF, Max power, 17 cycles. The quality of sheared chromatin was checked by running on a 2% agarose gel. If successful, 100 μL was saved as input, with the rest split into desired amount of aliquots and incubated with different antibodies (5 μL of anti-FLAG antibody, Sigma-A8592-1MG) overnight with rotation at 4 °C. After overnight incubation, 25 μL protein A and 25 μL protein G Dynabeads (Invitrogen 10004D/10002D) was added to the solution, followed by additional incubation at 4 °C for 2 h. The magnetic beads were sequentially washed twice with 1 mL of low salt buffer (150 mM NaCl, 0.2% SDS, 0.5% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH8), 1 mL of high salt buffer (200 mM NaCl, 0.2% SDS, 0.5% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH8), 1 mL of LiCl wash buffer (250 mM LiCl, 1% Igepal, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH8), and 1 mL of TE buffer (10 mM Tris-HCl pH8, 1 mM EDTA). Each wash step was taken at 4 °C for 5 min with rotation. The immunocomplex was eluted from the beads twice with 250 μL elution buffer (1% SDS, 10 mM EDTA, 0.1 M NaHCO_3_) by incubating at 65 °C for 2 h. The reverse-crosslink was done by adding 20 μL 5 M NaCl and incubation at 65 °C overnight. DNA was purified by Protease K treatment followed by phenol/chloroform/isoamyl alcohol extraction and ethanol precipitation. Libraries were prepared using the Ovation Ultralow System V2 (NuGEN #0344) and sequenced on HiSeq2000/4000 platform to generate 50-bp single-end reads. Reads were quality filtered using trim_galore, Babraham Bioinformatics, [http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/] with the following parameters: --fastqc --phred64 --stringency 3 and all other parameters default. The filtered reads were aligned to Arabidopsis TAIR10 reference genome using STAR^62^ with the following parameters: --alignSoftClipAtReferenceEnds No –outFilterType BySJout –outFilterMismatchNmax 999 –outSAMtype BAM SortedByCoordinate –outFilterIntronMotifs RemoveNoncanonical. A java program MarkDuplicates.jar from the picard-tools suite (Picard Toolkit. 2019. Broad Institute, GitHub Repository; http://broadinstitute.github.io/picard/) was used to remove PCR duplicates from the resulting BAM files. To define ChIP-seq peaks, BAM files were loaded into macs2 (v2.1.2)^68^ callpeak function with the following parameters: -f BAM -nomodel -g 1.3e8 -B -q 0.01. Peaks obtained from the above procedures were further filtered using the cut-off value −log_10_*q* value >30. To visualize the enrichments of different histone modifications over *med12* and *med13* DEGs, we used ngsplot (v2.61) with default settings^69^. The heatmaps showing gene clusters based on the pattern of histone modifications were generated using the ngs.plot *k*-means clustering algorithms with default settings. GEO accession: GSE143835.

### Analysis of MED12 genome-wide distribution

Each of the five Arabidopsis chromosomes was divided into 500-kb window. The genomic coordinates of the 500-kb windows in the bed file format were generated using the bedtools makewindows function (-w 500000)^70^. The resulting bed file and the bam file obtained from MED12-3xFLAG ChIP-seq were both loaded into the samtools bedcov function to generate the coverage file, where the total read base counts for each 500-kb window region were reported. The above procedures were performed for two biological replicates of MED12-3xFLAG ChIP-seq data and one replicate of Col-0 ChIP-seq data. The signals from MED12-3xFLAG ChIP-seq were further normalized to that of the Col-0 control. Finally, the log_2_ averaged values of the two biological replicates were plotted in R.

### Analysis of the genomic features at MED12-binding sites

We used two different methods to define the overlaps between MED12 ChIP-seq peaks and different genomic features (gene body, promoter, intergenic). In the first method, we require that each feature has to occupy >50% region of a given MED12 ChIP-seq peak (−log10*q* value >30) to be counted. In this case, the bed file containing genomic coordinates of start and stop sites of each MED12-ChIPseq peak were loaded into the bedtools intersect function. The following parameter was provided in addition to the default settings: -f 0.501. The total length in nts of ChIP-seq peaks (−log10*q* value >30) overlapping with the same genomic feature was used to calculate the relative ratio of each feature. The average ratio of two MED12 ChIP-seq biological replicates were taken and plotted. In the second method, a feature will be counted if the summit of a given MED12 ChIP-seq peak falls in the region of that feature. In this case, the bed files containing the genomic coordinates of each MED12 ChIP-seq peak summit was loaded into the bedtools intersect function without providing additional parameters. Both methods showed similar results. Figure 5b was drawn using method one.

### Characterization of MED12-interacting genes

To define MED12 strongly bound genes, the genomic coordinates of gene regulatory regions were obtained by extending 300 bp upstream and 500 bp downstream from TSS of each gene. MED12 ChIP-seq peaks were first filtered using a cut-off of −log_10_*q* value >30. Peaks passing the cut-off (Supplementary Data 3, sheet 1) were used to intersect with the 800-bp regulatory window of each gene. A gene is defined as a strong MED12-interacting gene if there is a >40% overlap between the 800-bp regulatory window and the MED12 ChIP-seq peaks. Two biological replicates of MED12 ChIP-seq data were analyzed using the above method. Results from the two replicates were further combined with duplicates removed.

To examine the overlap between MED12-interacting genes and *med12* DEGs, the genomic coordinates of *med12* DEGs were obtained by extending from transcription termination site to 500 bp upstream of TSS of each gene. All MED12 ChIP-seq peaks (Supplementary Data 3, sheet 2) that were generated by MACS2 with the default settings were used to intersect with the genomic region of each gene. A *med12* DEG is defined as a MED12-interacting gene if there is a >40% reciprocal overlap between the gene under consideration and the MED12 ChIP-seq peaks. Two biological replicates of MED12 ChIP-seq data were analyzed using the above method. Results from the two replicates were further combined with duplicates removed. Genes that interact with MED12 in the dark and light conditions were defined using the same criteria as for MED12-interacting *med12* DEGs.

### **Affinity** purification and MS

Immunoprecipitation (IP) followed by MS was done according to Moissiard et al.^71^ with the following modifications. Ten grams of flowers were ground in liquid nitrogen and resuspended in 40 mL ice-cold IP buffer [50 mM Tris·HCl pH 8.0, 150 mM NaCl, 5 mM MgCl2, 0.1% Nonidet P-40, 10% (vol/vol) glycerol, 1× Protease Inhibitor Mixture (Roche)], dounced two times using a glass homogenizer, and centrifuged for 10 min at 4 °C at 20,000 × *g*. Two hundred μL M2 magnetic FLAG-beads (Sigma M8823) were added to the supernatant and incubated for 120 min rotating at 4 °C. M2 magnetic FLAG-beads were washed five times in ice-cold IP buffer for 5 min rotating at 4 °C, and immunoprecipitated proteins were eluted two times with 300 μL 250 μg/mL 3×-FLAG peptides (Sigma F4799) in TBS (50 mM Tris-HCl pH 7.4, 150 mM NaCl) for 15 min at 25 °C. The elution was precipitated by trichloroacetic acid, washed two times in ice-cold acetone, and subjected to MS analyses.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Supplementary Dataset 8

Supplementary Dataset 9

Supplementary Dataset 10

Supplementary Dataset 11

## Data Availability

Data supporting the findings of this work are available within the paper and its Supplementary Information files. A reporting summary for this article is available as a Supplementary Information file. The datasets generated and analyzed during the current study are available from the corresponding author upon request. ChIP-sequencing data (fastq files and bigwig files) and RNA-sequencing data (fastq files and DESeq2 count files) obtained during the current study have been deposited in NCBI GEO Datasets with the accession code GSE143835. The source data underlying Figs. 1d, f, 2, 1b–e, and 7b, c, as well as Supplementary Figs. 2, 7, 16–18, 20, and 21 are provided as a Source data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: The characterization of Mediator 12 and 13 as conditional positive gene regulators in Arabidopsis
**Source:** Nat Commun. 2020 Jun 3;11:2798. doi: 10.1038/s41467-020-16651-5
**Supplement:** Supplementary file 2 — Reporting Summary

# Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

## Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

## Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used during data collection.

Data analysis

Mapping by sequencing were performed using SHOREmap(v2.0) with default settings;

RNA-seq reads were quality filtered using trim\_galore (v0.5.0 Babraham Bioinformatics, [http://www.bioinformatics.babraham.ac.uk/projects/trim\\_galore/](http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/)). The filtered reads were aligned to Arabidopsis TAIR10 reference genome using STAR(v2.7.0c). A java program MarkDuplicates.jar from the picard-tools suite was used to remove PCR duplicates from the resulting BAM files. We then obtained read counts of all genes and TEs according to Araport11 annotation file in the .gtf format using htseq-count v0.6.1.p1; samtools(v1.2) was used to process the resulting BAM files.

Raw bisulfite sequencing reads were mapped to TAIR10 reference genome using BSMAP (v2.90). The enrichments of DNA methylation over selected regions were plotted using the ViewBS MethOverRegion function of the ViewBS package (v0.1.9);

The mapping of ChIP-seq reads were performed same as described for RNA-seq. To define ChIP-seq peaks, BAM files were loaded into macs2 (v2.1.2) callpeak function. To visualize the enrichments of different histone modifications over selected regions, we used ngsplot (v2.61).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Both raw and processed sequencing reads were uploaded to GEO accession: GSE143835. Go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143835>.  
Token for reviewers: yvromeolnsxdmd. Arabidopsis TAIR10 reference genome sequence was downloaded from the following site: [https://www.arabidopsis.org/download/index-auto.jsp?dir=%2Fdownload\\_files%2FGenes%2FTAIR10\\_genome\\_release%2FTAIR10\\_chromosome\\_files](https://www.arabidopsis.org/download/index-auto.jsp?dir=%2Fdownload_files%2FGenes%2FTAIR10_genome_release%2FTAIR10_chromosome_files)

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

We collected and combined 5 Arabidopsis seedlings for each RNA extraction (one biological replicate), followed by library preparation and high-throughput sequencing. 3-5 biological replicates were analyzed for each genetic background. The sample size was determined empirically and followed the standard practice of the field. 3-5 biological replicates are enough to generate appropriate amount of differentially regulated genes of statistical significance. We collected and combined 5 Arabidopsis seedlings for each RNA extraction (one biological replicate), followed by reverse transcription and realtime-PCR. 5 biological replicates were analyzed for each genetic backgrounds. Each biological replicate is consisted of 3 technical replicates (PCR replicates). The sample size was determined based on the fact that the positive and negative control can be safely distinguished from each other, so that any gene products that is differentially accumulated comparing to the control can be defined with statistical significance.

10g of Arabidopsis seedlings (300-500 individuals) were collected and combined together (one biological replicate) for ChIP-seq experiments. Two biological replicates were used for ChIP-seq analysis. 10g of Arabidopsis seedlings (300-500 individuals) were collected and combined together (one biological replicate) for IP-Mass Spectrometry experiments. Two biological replicates were used. Plant flowering time was calculated from 20-40 adult Arabidopsis plants for each genetic background.

The GFP phenotype of 20-30 individual plants were examined for each genetic background. Pictures of 5 representative plants were taken.

No data were excluded from the analysis.

### Data exclusions

### Replication

Attempts for data replication were successful. Specifically:

We collected and combined 5 Arabidopsis seedlings for each RNA extraction (one biological replicate), followed by library preparation and high-throughput sequencing. 3-5 biological replicates were analyzed for each genetic background.

We collected and combined 5 Arabidopsis seedlings for each RNA extraction (one biological replicate), followed by reverse transcription and realtime-PCR. 5 biological replicates were analyzed for each genetic backgrounds. Each biological replicate is consisted of 3 technical replicates (PCR replicates).

10g Arabidopsis seedlings (300-500 individuals) were collected and combined together (one biological replicate) for ChIP-seq experiments. Two biological replicates were used for ChIP-seq analysis.

10g Arabidopsis seedlings (300-500 individuals) were collected and combined together (one biological replicate) for IP-Mass Spectrometry experiments. Two biological replicates were used.

Plant flowering time was calculated from 20-40 adult Arabidopsis plants for each genetic background.

The GFP phenotype of 20-30 individual plants were examined for each genetic background. Pictures of 5 representative plants were taken.

### Randomization

Plant samples under comparison (flowering time, GFP expression, RNA-seq, etc.) were grown at the same time under the same condition. The exact position of each plant individual was always randomized, so that small environmental variations were mitigated as much as possible.

### Blinding

Blinding was not possible during this study, because specific control has to be designated for data normalization (realtime-PCR, RNA-seq, ChIP-seq).

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                |
|-------------------------------------|------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data               |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

5 µl anti-H3 antibody (Abcam #1791), 5 µl of anti-H3K4m3 antibody (Millipore 04-745), 5 µl of anti-H3K9me2 antibody (Abcam #1220), 10 µl of anti-H3K27me3 antibody (Millipore 07-449), 5 µl of anti-H3K36me3 antibody (Abcam #9050), 5 µl of anti-H3PanAc antibody (Active Motif #39139), and 5 µl of anti-FLAG antibody (Sigma-A8592-1MG) were used for each ChIP sample. All antibodies used in this study were undiluted.

### Validation

Please refer to the provided link for product validation:

Ab1791 (<https://www.abcam.com/histone-h3-antibody-nuclear-loading-control-and-chip-grade-ab1791.html>);

Millipore 04-745 ([https://www.merckmillipore.com/CN/zh/product/Anti-trimethyl-Histone-H3-Lys4-Antibody-clone-MC315-rabbit-monoclonal,MM\\_NF-04-745?ReferrerURL=https%3A%2F%2Fwww.google.com%2F#anchor\\_COA](https://www.merckmillipore.com/CN/zh/product/Anti-trimethyl-Histone-H3-Lys4-Antibody-clone-MC315-rabbit-monoclonal,MM_NF-04-745?ReferrerURL=https%3A%2F%2Fwww.google.com%2F#anchor_COA));

Ab1220 (<https://www.abcam.com/histone-h3-di-methyl-k9-antibody-mabcam-1220-chip-grade-ab1220.html?productWallTab=ShowAll>);

Millipore 07-449 ([https://www.merckmillipore.com/CN/zh/product/Anti-trimethyl-Histone-H3-Lys27-Antibody,MM\\_NF-07-449?ReferrerURL=https%3A%2F%2Fwww.google.com%2F](https://www.merckmillipore.com/CN/zh/product/Anti-trimethyl-Histone-H3-Lys27-Antibody,MM_NF-07-449?ReferrerURL=https%3A%2F%2Fwww.google.com%2F));

Ab9050 (<https://www.abcam.com/histone-h3-tri-methyl-k36-antibody-chip-grade-ab9050.html>);

Active Motif 39139 (<https://www.activemotif.com/catalog/details/39139/histone-h3ac-pan-acetyl-antibody-pab-1>);

Sigma-A8592 (<https://www.sigmaaldrich.com/catalog/product/sigma/a8592?lang=zh&region=CN>).

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

The study did not involve laboratory animals.

### Wild animals

The study did not involve wild animals.

### Field-collected samples

The study did not involve samples collected from the fields.

### Ethics oversight

No ethical approval was required. The study was conducted exclusively on plant model species *Arabidopsis thaliana*.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Data access links

May remain private before publication.

Both raw and processed sequencing reads were uploaded to GEO accession: GSE143835. Go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143835>. Token for reviewers: yvoromeolnsxdmd

Col\_H3.bw  
Col\_H3K4me3.bw  
Col\_H3K9me2.bw  
Col\_H3K27me3.bw  
Col\_H3K36me3.bw  
Col\_H3PanAc.bw  
Col\_input.bw  
ddc\_H3\_rep1.bw  
ddc\_H3\_rep2.bw  
ddc\_H3K4me3\_rep1.bw  
ddc\_H3K4me3\_rep2.bw  
ddc\_H3K9me2\_rep1.bw  
ddc\_H3K9me2\_rep2.bw  
ddc\_H3K27me3\_rep1.bw  
ddc\_H3K27me3\_rep2.bw  
ddc\_H3K36me3\_rep1.bw  
ddc\_H3K36me3\_rep2.bw  
ddc\_H3PanAc\_rep1.bw  
ddc\_H3PanAc\_rep2.bw  
ddc\_input\_rep1.bw  
MED12-FLAG\_col\_control.bw  
MED12-FLAG\_Dark\_rep1\_input.bw  
MED12-FLAG\_Dark\_rep1.bw  
MED12-FLAG\_Dark\_rep2.bw  
MED12-FLAG\_light\_rep1\_input.bw  
MED12-FLAG\_light\_rep1.bw  
MED12-FLAG\_light\_rep2.bw  
MED12-FLAG\_rep1\_input.bw  
MED12-FLAG\_rep1.bw  
MED12-FLAG\_rep2\_input.bw  
MED12-FLAG\_rep2.bw  
morc1\_H3\_rep1.bw  
morc1\_H3\_rep2.bw  
morc1\_H3K4me3\_rep1.bw  
morc1\_H3K4me3\_rep2.bw  
morc1\_H3K9me2\_rep1.bw  
morc1\_H3K9me2\_rep2.bw  
morc1\_H3K27me3\_rep1.bw  
morc1\_H3K27me3\_rep2.bw  
morc1\_H3K36me3\_rep1.bw  
morc1\_H3K36me3\_rep2.bw  
morc1\_H3PanAc\_rep1.bw  
morc1\_H3PanAc\_rep2.bw  
morc1\_input\_rep1.bw  
SDCGFP\_col\_H3.bw  
SDCGFP\_col\_H3K4me3.bw  
SDCGFP\_col\_H3K9me2.bw  
SDCGFP\_col\_H3K27me3.bw  
SDCGFP\_col\_H3K36me3.bw  
SDCGFP\_col\_H3PanAc.bw  
SDCGFP\_col\_input.bw  
col\_H3.fastq.gz  
col\_H3K4me3.fastq.gz  
col\_H3K9me2.fastq.gz  
col\_H3K27me3.fastq.gz  
col\_H3K36me3.fastq.gz  
col\_H3PanAc.fastq.gz  
col\_input.fastq.gz  
ddc\_H3\_rep1.fastq.gz  
ddc\_H3\_rep2.fastq.gz  
ddc\_H3K4me3\_rep1.fastq.gz  
ddc\_H3K4me3\_rep2.fastq.gz  
ddc\_H3K9me2\_rep1.fastq.gz  
ddc\_H3K9me2\_rep2.fastq.gz  
ddc\_H3K27me3\_rep1.fastq.gz  
ddc\_H3K27me3\_rep2.fastq.gz  
ddc\_H3K36me3\_rep1.fastq.gz

```
ddc_H3K36me3_rep2.fastq.gz
ddc_H3PanAc_rep1.fastq.gz
ddc_H3PanAc_rep2.fastq.gz
ddc_input_rep1.fastq.gz
MED12-FLAG_col_control.fastq.gz
MED12-FLAG_dark_rep1_input.fastq.gz
MED12-FLAG_dark_rep1.fastq.gz
MED12-FLAG_dark_rep2.fastq.gz
MED12-FLAG_light_rep1_input.fastq.gz
MED12-FLAG_light_rep1.fastq.gz
MED12-FLAG_light_rep2.fastq.gz
MED12-FLAG_rep1_input.fastq.gz
MED12-FLAG_rep1.fastq.gz
MED12-FLAG_rep2_input.fastq.gz
MED12-FLAG_rep2.fastq.gz
morc1_H3_rep1.fastq.gz
morc1_H3_rep2.fastq.gz
morc1_H3K4me3_rep1.fastq.gz
morc1_H3K4me3_rep2.fastq.gz
morc1_H3K9me2_rep1.fastq.gz
morc1_H3K9me2_rep2.fastq.gz
morc1_H3K27me3_rep1.fastq.gz
morc1_H3K27me3_rep2.fastq.gz
morc1_H3K36me3_rep1.fastq.gz
morc1_H3K36me3_rep2.fastq.gz
morc1_H3PanAc_rep1.fastq.gz
morc1_H3PanAc_rep2.fastq.gz
morc1_input_rep1.fastq.gz
SDCGFP_col_H3.fastq.gz
SDCGFP_col_H3K4me3.fastq.gz
SDCGFP_col_H3K9me2.fastq.gz
SDCGFP_col_H3K27me3.fastq.gz
SDCGFP_col_H3K36me3.fastq.gz
SDCGFP_col_H3PanAc.fastq.gz
SDCGFP_col_input.fastq.gz
```

Genome browser session  
(e.g. [UCSC](#))

Bigwig files were uploaded to GEO accession: GSE143835. For data visualization please download the bigwig files at <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143835>, and visualize using IGV. Token for reviewers: yvoromeolnsxdm

## Methodology

### Replicates

10g Arabidopsis seedlings (300-500 individuals) were collected and combined together (one biological replicate) for ChIP-seq experiments. Two biological replicates were used for ChIP-seq analysis.

### Sequencing depth

MED12-FLAG\_rep1, total number of reads 19,018,936, uniquely mapped reads 12,906,782, single-end 50bp.  
MED12-FLAG\_rep2, total number of reads 19,147,073, uniquely mapped reads 11,534,223, single-end 50bp.  
MED12-FLAG\_col\_control, total number of reads 19,895,406, uniquely mapped reads 9,209,423, single-end 50bp.  
Histone ChIP-seq data are of similar sequencing depth.

### Antibodies

5 µl anti-H3 antibody (Abcam #1791), 5 µl of anti-H3K4m3 antibody (Millipore 04-745), 5 µl of anti-H3K9me2 antibody (Abcam #1220), 10 µl of anti-H3K27me3 antibody (Millipore 07-449), 5 µl of anti-H3K36me3 antibody (Abcam #9050), 5 µl of anti-H3PanAc antibody (Active Motif #39139), and 5 µl of anti-FLAG antibody (Sigma-A8592-1MG) were used for each ChIP sample.

### Peak calling parameters

To define ChIP-seq peaks, BAM files were loaded into macs2 (v2.1.2) callpeak function with the following parameters: -f BAM -nomodel -g 1.3e8 -B -q 0.01. Peaks obtained from the above procedures were further filtered using the cut-off value -log10q-value >30.

H3K4me3, H3K9me2, H3K27me3, H3K36me3 and H3PanAc ChIP-seq peaks were called using H3 ChIP-seq as normalization control. Only H3 ChIP-seq data of the same genetic backgrounds were used for normalization.

MED12 ChIP-seq peaks were called by normalizing MED12-FLAG rep1 and MED12-FLAG rep2 to MED12-FLAG\_col\_control.

### Data quality

2449 and 3127 MED12 ChIP-seq peaks were called from biological replicate 1 and 2 (FDR>0.01), respectively. Among them, 1072 and 1302 peaks show >5fold enrichments.

Peaks obtained from the initial analysis were further filtered using the cut-off value -log10q-value >30 for downstream analysis.

ChIP-seq reads were quality filtered using trim\_galore (Babraham Bioinformatics, [http://www.bioinformatics.babraham.ac.uk/projects/trim\\_galore/](http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/)). The filtered reads were aligned to Arabidopsis TAIR10 reference genome using STAR. A java program MarkDuplicates.jar from the picard-tools suite was used to remove PCR duplicates from the resulting BAM files.

To define ChIP-seq peaks, BAM files were loaded into macs2 (v2.1.2) callpeak function. To visualize the enrichments of different histone modifications over selected regions, we used ngsplot (v2.61).

# Supplementary material for: The characterization of Mediator 12 and 13 as conditional positive gene regulators in Arabidopsis
**Source:** Nat Commun. 2020 Jun 3;11:2798. doi: 10.1038/s41467-020-16651-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File name: Supplementary Dataset 1

Description: RNAseq output

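Each comparison in Supplementary Data 1 lists, for every gene or TE, the mean of the normalized counts in the groups compared, the fold change and the p-values that DESeq2 gave. With DESeq2 run here on the deposited counts, the lists for *med12*, *med13* and light held the same genes and TEs as those of the paper, 1734 upregulated and 1131 downregulated in *med12*, 1575 and 1450 in *med13*, and 312 upregulated by light in Col-0. For *morc1*, 102 of the paper's 103 genes and TEs were among the 197 upregulated with DESeq2 against *SDC:GFP* wild type. The lists for *morc1/med12* differed from the paper's. DESeq2 gave 330 upregulated here and the paper lists 294, of which 269 were shared. It gave 691 downregulated and the paper lists 664, of which 581 were shared.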

Contains the raw DEseq2 outputs for all RNAseq samples analyzed in this study.

File name: Supplementary Dataset 2

Description: MED12 MED13 DEG and Control

Contains the lists of genes that are differentially regulated in med12 and med13 mutants, and corresponding control gene sets used in histone mark comparison.

File name: Supplementary Dataset 3

Description: MED12 ChIPseq peaks

Contains the MACS2 defined MED12 ChIPseq peak region and MED12 fold enrichments for two MED12 ChIPseq replicates.

File name: Supplementary Dataset 4

Description: Gene expression tiers

Contains the lists of all Arabidopsis genes divided into 5 subgroups based on their expression levels in the wild type plants.

File name: Supplementary Dataset 5

Description: MED12 interacting gene IDs

Contains the lists of strongly MED12-interacting genes based on MED12 ChIPseq experiments.

File name: Supplementary Dataset 6

Description: MED12-interacting genes in different clusters

Contains the lists of MED12-interacting genes subdivided into groups based on their histone modification signatures.

File name: Supplementary Dataset 7

Description: light inducible gene IDs

Contains the lists of genes whose expression are significantly upregulated in the wild type plants upon light induction.

File name: Supplementary Dataset 8

Description: MED12 ChIP-seq peaks in dark and light conditions

Contains the raw ChIPseq results (MACS2 output) for two independent MED12-complementing lines in the dark- and light-treated conditions.

File name: Supplementary Dataset 9

Description: MED12-interacting genes in dark and light conditions

Contains the lists of MED12-interacting genes resulting from the ChIPseq analysis for two independent MED12-complementing lines in the dark and light treated conditions

File name: Supplementary Dataset 10

Description: MED12 IP-MS

Contains the lists of MED12-interacting proteins based on IP-MS results from two independent MED12-complementing lines.

File name: Supplementary Dataset 11

Description: Oligos used in this study

Contains the sequences information for all oligos used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

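RNA was measured in 50 libraries of whole Arabidopsis seedlings at 8 days of age. They are 4 libraries each of Col-0, *med12*, *med13*, *SDC:GFP* wild type, *morc1/med13*, *ddc* and *ddc/med13*, 7 of *morc1*, 3 of *morc1/med12*, and 3 each of Col-0 and *med12* in the dark and after 15 min of light. Replicate numbers and the control for each mutant were taken from the labels of the deposited libraries. For each library the authors trimmed the reads, aligned them to TAIR10 with STAR, removed PCR duplicates with Picard's MarkDuplicates and counted the remaining reads on Araport11 genes and TEs with htseq-count, and they deposited whole-number counts that were not normalized. The files list 68527 features, of which 37338 are genes and 31189 are TEs, and 37050 of the genes were matched to the annotation of TAIR10.1, from which all coordinates and exon lengths were taken.

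The counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8. Low-count features were removed with edgeR's filterByExpr by group, libraries were scaled with the TMM method, and each comparison was tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) with Benjamini-Hochberg adjustment over the features tested. Features were called upregulated or downregulated at more than 1.5-fold and an adjusted p-value under 0.05. Col-0, *med12* and *med13* entered one fit, the 4 groups of the light experiment another, and *morc1*, *morc1/med12*, *morc1/med13* and *ddc/med13* were each fitted with their own controls only. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM values are counts divided by the TMM-scaled library size. A fold against a group in which every library had 3 counts or fewer was computed against 3 counts and is given as a lower bound. Overlaps of lists were tested with the one-sided hypergeometric test among the features tested, shares with Fisher's exact test, and medians against 10000 random lists matched on mean expression in 50 bins. Confidence intervals are 95% Clopper-Pearson intervals.

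Libraries differed in depth, with medians from 3157382.5 counts in *ddc* to 6707479 in *med12* in the dark. At a median depth of 6037498.5 counts in Col-0, 3 counts correspond to 0.503 CPM, and at 3457075.5 counts in *SDC:GFP* wild type to 0.881 CPM, so changes of genes below these levels are not resolved. Because duplicate removal keeps 1 read per start position and strand, no library had more than 0.909 counts per exonic base on any gene, and folds of the most highly expressed genes are compressed. The tests were run on simulated counts with 200 changed genes, all changed by well over 1.5-fold and without a ceiling from duplicate removal. They do not give the power for changes near 1.5-fold. With 4 libraries per group edgeR called 187 of them with 3 false calls, with 3 libraries per group 175 with 9 false calls, and at the depth of the shallower libraries 182 with 3 false calls. DESeq2 called 190 with 8 false calls.

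Single genes were named by a rule. They are the genes that the paper names for its transcriptome results or whose disruption defines a genotype. For *med12*, *med13* and light in Col-0 they are also the 2 genes with the largest rise and the 2 with the largest fall, and for *morc1* the 2 with the largest rise, among those past the thresholds, with no overlap between the libraries of the groups and a mean of at least 1 CPM in the higher group. *BIC1* and *BIC2* were not analysed here. Lists of genes from Supplementary Data 1, 2, 5 and 7 and the Source Data were used as the paper gives them. The ChIP-seq, bisulfite sequencing and histone modification data were not analysed here.

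The comparisons, tests, naming rule and most alternatives were set before the data were examined. The alternatives were DESeq2, size factors of the RLE method in edgeR, no filter on low counts, a test against a 1.5-fold change (glmTreat), the replicate number as a covariate, fits of only the groups compared, other wild-type and *morc1* libraries, the paper's own lists, CPM divided by exon length, and each library left out in turn. Summing the libraries of each light condition, leaving out Col-0 libraries for the expression of MED12-bound and control genes, and counting double-mutant genes at any fold change were chosen after seeing the data.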

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

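The tests of duplicate removal and of noise for *SDC*, of repeat measurement in the light experiment, of a single deviating library, of wild-type stocks, and of all splits of the libraries were chosen after the result was seen.

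The effect of *med13* on *SDC* differed between backgrounds. In one fit of the 4 groups, the log2 fold change of *SDC* was -2.45 (standard error 0.13) in *morc1/med13* relative to *morc1* and -0.42 (standard error 0.07) in *ddc/med13* relative to *ddc*, a difference of 2.03 (standard error 0.15). Noise between replicates was tested with that fit, and the difference had an adjusted p of 3.6e-07 from edgeR's quasi-likelihood test. All 4 *ddc/med13* libraries were below all 4 *ddc* libraries, with 254 ± 21.5 CPM and 342 ± 24.7 CPM (SD, n = 4 each). Duplicate removal compresses changes at high counts, and *SDC* had between 1007 and 1070 counts in the *ddc* libraries and between 130 and 154 in the *morc1* libraries. After a correction for the expected number of duplicates the difference was 1.97, compared with 2.06 before it on the same scale. *SDC* was near the ceiling in *ddc*, with a mean of 0.642 counts per exonic base. The highest value of any gene in a *ddc* library was between 0.728 and 0.793. The correction is uncertain so close to the ceiling, and the fall in *ddc/med13* may be larger than it gives. Noise between replicates does not account for the difference, and how much of it duplicate removal accounts for is not settled. The *med13* mutations are not the same in both backgrounds, a T-DNA insertion in *morc1* and a frame shift in *ddc*, and the effect of *med13* also differed for other genes, with 2390 log2 fold changes higher and 1826 lower in *ddc* past the thresholds among 19766 genes and TEs tested. Background and allele cannot be told apart in this design, and reads from *SDC* sequence in the transgene were not separated. The paper reports a dependence on MED12 and MED13 in *morc1* and not in *ddc* for the *SDC:GFP* reporter.

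The light response differed between Col-0 and *med12* by the test of the interaction for 156 light-inducible genes with a smaller response in *med12* (adjusted over the list, edgeR's quasi-likelihood test). Single genes with a difference past an adjusted p of 0.05 over all genes were *CGA1* (-1.21, standard error 0.08), *HY5* (-0.69, standard error 0.12), *ULI3* (-0.49, standard error 0.08), *TINY2* (-2.39, standard error 0.33) and AT4G38825 (2.80, standard error 0.54), a gene that fell at least 25.8-fold in Col-0. The difference of *ULI3* reached an adjusted p of 0.071 in edgeR with one library left out, and those of *HY5* and *ULI3* had adjusted p-values of 0.072 and 0.11 in DESeq2. Selection of the genes on the Col-0 libraries was tested with held-out libraries, in which the median gap per gene between the genotypes was at least 0.681 of that in the selecting libraries, so selection accounts for a part of it. If the libraries were repeat measurements of one pool, the held-out libraries could not show selection on differences between pools. Levels raised in *med12* before light were tested with the dark libraries. The median dark difference of the list was -0.02, at percentile 3.26 of the matched random lists, so the list as a whole was not raised. Of its 412 genes 69 were called up and 111 down in *med12* in the dark, so this does not hold for each gene. All 69 genes called up had a smaller light response in *med12*, with medians of 0.93 in Col-0 and 0.22 in *med12*. Of the other 343 genes 294 did, with medians of 0.85 and 0.44. The response was thus also smaller where the dark level was not called up. The libraries were split in other ways between the genotypes, with dark and light libraries of one number kept together. Of the 4 splits that part the same-numbered libraries of Col-0 and *med12* as the real one does, 1 of 4, the real one, gave 363 genes with a smaller response, where the highest of the others gave 32, and none of the others gave a gene past the list-adjusted threshold. Of all 10 splits, including those that put same-numbered libraries on one side, the real one alone gave as many, where the highest of the others gave 38 genes with a smaller response and 1 past the list-adjusted threshold. With 4 or 10 splits the share is never below 0.05.

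The 3 libraries of each light condition differed by no more than sampling noise, with a highest chi-square per degree of freedom of 0.99. Other pools of seedlings came close to this, with values between 1.01 and 1.12 for *SDC:GFP* wild type and 10 of 54 pairs under 1.2. Repeat measurements of one RNA pool or library could give such values, as could pools of seedlings that differ very little, and the counts cannot tell these apart. If the libraries were repeat measurements, the p-values of the light experiment would describe the precision of the measurement and not the spread between plants. A smaller light response in *med12* would then remain a hypothesis as far as plants other than those sampled are concerned. It could then not be told apart from a difference between single pools of seedlings. The paper counts the 3 libraries as biologically independent samples, and the counts do not settle which case holds.

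A single library lay far from the other 3 for *CRU2* (152 CPM in *med13* replicate 2, the others between 0.311 and 3.42), *ATS1* (44.8 CPM in *med13* replicate 2, the others between 0.311 and 2.65) and AT2G05015 (10.7 CPM in Col-0 replicate 3, the others between 7.70 and 8.11). By chance 2.05 of the 41 groups tested would show this, and 3 did. One deviating library was tested as a reason, and 2 of the 3 pointed to *med13* replicate 2. RNA of ungerminated seeds or embryos in some pools of seedlings was tested with a list of 14 other seed genes. Their summed level in *med13* replicate 2 was 119 times the Col-0 mean, with 1170 CPM against 9.90 CPM. It was also raised in the other *med13* libraries (between 59.1 and 278 CPM) and in the 4 *med12* libraries (between 86.8 and 676 CPM). Seeds or embryos in some pools may thus account for the level of *CRU2* and *ATS1*, and so may expression of seed genes in the mutant seedlings, which the counts do not separate.

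Several signals lie in data that the paper does not discuss. In Col-0, 198 genes and TEs fell after light. Of these, 171 fell less in *med12*, 59 of them with an adjusted p under 0.05 over the list. At the same threshold 3 fell more in *med12*. The medians were -0.84 in Col-0 and -0.54 in *med12*. Selection on the Col-0 libraries favours a larger fall there, and held-out libraries were used for the rises only. In *med12*, 209 fell after light, 79 of them shared with Col-0. Outside the light-inducible genes, 62 genes and TEs had a light response that differed between the genotypes by more than 1.5-fold. In the dark, 1211 genes and TEs were higher and 1630 were lower in *med12* than in Col-0. Of the higher ones 479 were also upregulated in normal light, compared with 81.7 expected, and of the lower ones 591 were also downregulated, compared with 68.4 expected. In *morc1*, 265 genes and TEs were downregulated, and 1 of the 8 splits that part same-numbered libraries, the real one, gave as many, where none of the others gave any. No biological explanation was tested for these signals. The limits of the light libraries (a highest chi-square per degree of freedom of 0.99 between replicates) apply to those from the light experiment.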

How the results depend on the processing

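The sums of libraries in the light experiment, the fits without a Col-0 library for the expression of MED12-bound and control genes, and no other tests here, were chosen after the result was seen.

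For the 34 results that answer a comparison, 130 of 168 values under other settings kept their direction and their side of the threshold, or stayed within 1.5 times the count or 1 SD, and 38 did not. For single genes, 782 of 839 values for 59 results did so, 46 were weaker, 6 were stronger and 5 had the opposite sign. Where a cause is not given below, the cause was not tested.

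The test against a 1.5-fold change (glmTreat), which asks for more than an estimate above 1.5-fold, lowered every count it was applied to. It gave 758 upregulated and 420 downregulated for *med12*, 605 and 598 for *med13*, 39 and 43 for *morc1*, 94 and 178 for *morc1/med12*, 492 and 940 for *morc1/med13*, 444 and 531 for *ddc/med13*, and 104 and 58 upregulated by light in Col-0 and *med12*.

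The *morc1* results depended on the libraries used. Against Col-0 without the transgene, 2442 were upregulated and 2252 downregulated, and 762 of the upregulated were down in a double mutant. With *morc1* replicates 5 to 7 the numbers were 1842, 1405 and 388. With all 7 *morc1* libraries 139 were downregulated and 67 of the upregulated were down in a double mutant. That number was 43 with independent *morc1* libraries (*morc1/med12* only) and 50 for the paper's list of 103.

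The share of TEs among *med12* calls was 1.40% with DESeq2 and 1.54% without the filter on low counts. It was 0.489% when only loci with a TE identifier were counted as TEs. DESeq2 gave 108 genes upregulated by light in *med12*. The median light response of light-inducible genes in *med12* was 0.44 with DESeq2, 0.43 for the paper's list of 312, and 0.43 and 0.37 in held-out pairs 2 and 3. When genes were selected on *med12*, 55 had a smaller response in *med12* and the median there was 1.03. With the libraries of each condition summed, the number of light-inducible genes with a smaller light response in med12 was 365 and the median light response of light-inducible genes in med12 was 0.40.

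The median Col-0 expression of MED12-bound genes was 24.06 per kb of exon and 45.07 CPM among genes past filterByExpr. For all genes in these settings it was 15.5 per kb of exon and 36 CPM. Per kb of exon, the log2 difference between a list and its control genes was 0.18 for expression of the matched control genes of *med12* downregulated genes, -0.19 for matched control genes, med12 up, and -0.24 for matched control genes, med13 up.

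Leaving out each library in turn gave, from lowest to highest, 1492 to 1667 upregulated and 995 to 1178 downregulated in *med12*, 1376 to 1523 and 1193 to 1428 in *med13*, 208 to 249 and 228 to 289 in *morc1*, 239 to 374 and 484 to 889 in *morc1/med12*, 1284 to 1622 and 1979 to 2378 in *morc1/med13*, and 1237 to 1703 and 1166 to 1409 in *ddc/med13*. The overlaps of *med12* and *med13* were 931 to 1045 and 719 to 846, those between backgrounds 169 to 243 and 274 to 417 for *med12* and 510 to 557 and 705 to 821 for *med13*, and 105 to 137 genes upregulated in *morc1* were down in a double mutant. Light upregulated 380 to 438 genes in Col-0 and 139 to 171 in *med12*, and 332 to 396 had a smaller response in *med12*, where the median light response was 0.40 to 0.44. The share of unchanged MED12-bound genes was 83.6% to 84.7%, and the median Col-0 expression of MED12-bound genes was 40.23 to 40.88 CPM. Of these fits, 3 moved a result: *morc1/med12* down without *morc1* replicate 6, the median light response without *med12* dark replicate 1, and the median expression of MED12-bound genes without Col-0 replicate 2.

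The values with the opposite sign were close to 0 or had few counts. For MED12, med13 against Col-0, the log2 fold change of 0.02 lay between -0.02 (without *med13* replicate 1) and 0.04. For RLP38, light response in med12 against Col-0, the difference of 0.10 lay between -1.15 and 2.71, and it was -1.15, -0.02, -0.41 and -0.42 without Col-0 dark replicate 2, Col-0 light replicate 1, *med12* dark replicate 1 and *med12* dark replicate 3. *RLP38* had no more than 3 counts in any dark library, which limits what can be said of its response.

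With the replicate number as a block, 1551 were upregulated and 1030 downregulated in *med12*, 1438 and 1273 in *med13*, 228 and 259 in *morc1*, 1405 and 2132 in *morc1/med13* and 1474 and 1353 in *ddc/med13*, and 416 genes were upregulated by light in Col-0. No paired analysis was possible for *morc1/med12* because its libraries share no replicate number with their *morc1* controls. The mean correlation of residuals between libraries of the same number and of different numbers in this pairing was -0.04 and 0.01 for Col-0, *med12* and *med13*, 0.02 and -0.01 for *morc1* and *morc1/med13*, 0.06 and -0.02 for *ddc* and *ddc/med13*, and -0.01 and 0 for the light experiment, so the numbers did not pair the libraries.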

Differences from the paper's values

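No tests in this part were chosen after the result was seen, apart from the counts at any fold change that are named as such.

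The paper gives 103 genes and TEs upregulated in *morc1*, and 230 were upregulated here. None of the 8 alternatives set before the data were examined closed the gap. DESeq2 gave 197, all 7 *morc1* libraries 169 and the test against a 1.5-fold change (glmTreat) 39, and the 8 fits that each left out one library gave between 208 and 249. Of the paper's 103, 92 were among the 230.

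The paper gives 52 of these genes and TEs as downregulated in a double mutant, and 121 were found here. The alternatives with all 7 *morc1* libraries (67), with independent *morc1* libraries (43) and with the paper's list of 103 (50) came within the paper's value, and the other 7 alternatives set before the data were examined did not. Fits with one library left out gave between 105 and 137. Of the paper's 52, 43 were among the 121.

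For this overlap the paper gives a p of 1.19e-39 from the hypergeometric test, and the same test, a one-sided Fisher's exact test, gave 1.5e-48 here. None of the 10 alternatives set before the data were examined closed the gap, and fits with one library left out gave between 1.7e-61 and 1.6e-37.

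For genes downregulated in *med12* in both backgrounds, the paper shows about 220 in Fig. 2c, read by eye, and 394 were found here. The paper's own lists in Supplementary Data 1 share 373, which does not differ from 394 by this measure. For the value in the figure, none of the 4 alternatives set before the data were examined closed the gap. Of the 18 fits that each left out one library, which gave between 274 and 417, 4 did.

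The paper's lists in Supplementary Data 1 give 1.40% TEs among the genes and TEs called in *med12*, and 0.75% were found here. DESeq2 (1.40%) and no filter on low counts (1.54%) came within the paper's value, and the other 3 alternatives set before the data were examined did not. Fits with one library left out gave between 0.70% and 0.86%.

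For genes and TEs downregulated in a double mutant and not upregulated in *morc1*, the paper shows about 3600 in Fig. 2a, read by eye, and 2379 were found here. No filter on low counts (2673) came within 1.5 times of the paper's value, and the other 4 alternatives set before the data were examined did not. With any fold change counted, a choice made after seeing the values, DESeq2 gave 3604 and edgeR 4564.

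The paper's Fig. 7b marks a significant light response in *med12* for *CGA1* and *ULI3* among the genes analysed here. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, *BBX16* (log2 fold change 0.44, adjusted p = 0.0098) and *HY5* (log2 fold change 0.35, adjusted p = 0.04) also passed, while in DESeq2 their adjusted p-values were 0.15 and 0.23. Those from edgeR reached 0.11 and 0.25 with a library left out. The paper describes the responses of these genes in *med12* as little or absent, and the log2 fold changes here were between 0.35 and 0.56. The paper states that light-inducible genes are not downregulated in *med12* in normal light. As a list they were not, with a median log2 fold change of 0.35, but 31 of 372 were downregulated, more often than other genes (odds ratio 1.71, two-sided Fisher's exact test, p = 0.0084).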

Other observations

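The tests of library batches, of wild-type stocks, of a general rise of genes with similar expression, of 2 shared Col-0 libraries and of all splits of the libraries were chosen after the result was seen.

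The number of counts per gene had a low ceiling, with the highest library maxima between 0.712 and 0.909 counts per exonic base. Duplicate removal of single-end reads was tested as an explanation. The median ratio of Col-0 to *SDC:GFP* wild-type counts fell from 2.13 in genes with few counts per base to 1.27 in those with the most, as it would if duplicate removal compressed high counts. Fold changes of highly expressed genes are thus likely underestimated.

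Clock genes moved in *med12*. The mean log2 fold change was 2.58 for 7 morning genes, from 0.09 (*LHY*) to 5.38 (*LNK1*), and 0.28 for 8 evening genes, from -0.49 (*BOA*) to 1.09 (*PRR5*), a difference of 2.30 (exact permutation test, p = 0.0017). The permutation exchanged genes between the groups as if they were independent. Its p does not measure the spread between pools of seedlings. These genes were chosen as a list and not by the rule for named genes. The evening genes did not fall as a group, and *PRR5*, *FKF1* (0.76) and *PRR3* (0.68) rose, so a shift of the circadian phase cannot be told apart from a rise of morning genes alone.

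A touch or handling response in the light experiment was tested with 21 touch genes. In Col-0, 3 of them were upregulated by light, *WRKY53* (0.88), *CBF2* (2.21) and *DREB1A* (3.13), compared with 409 of 21181 other genes and TEs (odds ratio 8.46, two-sided Fisher's exact test, p = 0.0075). Handling of the light-treated seedlings may account for a part of the genes upregulated after light. *TCH2* and *STZ* rose without reaching the 1.5-fold threshold, with log2 fold changes of 0.55 and 0.49. *TCH3* and *TCH4* had log2 fold changes of -0.05 and -0.01.

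Col-0 libraries shared by both comparisons were tested as a reason for the overlap of *med12* and *med13* calls. With separate Col-0 libraries the overlapping share was at least 0.854 of its value with shared ones. These fits also had 2 control libraries in place of 4. With 2 Col-0 libraries for each mutant, the share of the shorter list was 63.4% and 65.3% (upregulated) and 71.1% and 69.9% (downregulated) when both mutants had the same 2, and 58.4% and 61.8% (upregulated) and 67.0% and 68.2% (downregulated) when they had different ones. Noise of the shared libraries thus accounts for a small part of the overlap. All pairs came from the same set of Col-0 libraries, so a difference particular to that stock or batch is not excluded. The *morc1* libraries shared by both comparisons were tested as a reason for the fall of *morc1* upregulated genes in the double mutants. Against *morc1* libraries that did not select them, the genes were still downregulated more often than others in *morc1/med12* (two-sided Fisher's exact test, p = 1.1e-19).

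Light-inducible genes were higher in *med12* in normal light. A general rise of genes with similar expression was tested with matched random lists, and the median of the light-inducible genes was at percentile 100 of them.

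More genes were upregulated in *morc1* against other controls. A difference between library batches was tested with libraries of the same genotype. Between *morc1* replicates 5 to 7 and 1 to 4, 2948 of 19695 genes and TEs were called (1664 up and 1284 down), more than the 495 called between *morc1* and *SDC:GFP* wild type. *SDC:GFP* wild type differed from Col-0 in 4652 of 19947. A comparison across these sets is therefore likely to mix batch and genotype.

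AT2G06845 and AT2G05015 were at 0 or 1 count in *med12* and *med13* and at 505 to 555 and 46 to 64 counts in the 4 Col-0 libraries grown in normal light. A difference between wild-type stocks or batches was tested with the other wild types. The highest count of either gene in those 10 libraries was 1, and in all 46 other libraries it was 2. The loss of both transcripts may thus reflect the Col-0 stock or batch of this comparison and not the mutations. No other gene or TE called down in *med12* or *med13* had 3 counts or fewer in all of those 10 libraries.

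Other splits of the same libraries were counted for each comparison. Where both groups have the same replicate numbers, only splits that part the same-numbered libraries as the real one does were counted first. For *med12*, *med13*, *morc1*, *morc1/med13* and *ddc/med13*, upregulated and downregulated alike, 1 of 8 splits gave as many calls, the real one, and no other split gave a call. For *morc1/med12* it was 1 of 10 splits, and the highest of the others gave 9 upregulated and 9 downregulated. For light in Col-0 and in *med12* it was 1 of 4 splits, and no other split gave a call. With so few splits these shares are never below 0.05. All splits into groups of the same sizes were then run, which include those with same-numbered libraries on one side. For *med12*, *med13*, *morc1*, *morc1/med13* and *ddc/med13*, upregulated and downregulated alike, 1 of 35 splits gave as many calls, the real one, and none of the other 34 gave a call. For light in Col-0 and in *med12* it was 1 of 10, and no other split gave a call. Among the comparisons with 10 splits the share is at least 0.1, so there the splits alone do not rule out a difference between groups that arose by chance.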
